# The G3BP stress-granule proteins reinforce the integrated stress response translation programme

**DOI:** 10.1038/s41556-025-01834-3

**Published:** 2025-12-19

**Authors:** Jarrett Smith, David P. Bartel

**Keywords:** Translation, Organelles

## Abstract

When mammalian cells are exposed to stress, they co-ordinate the condensation of stress granules (SGs) through the action of proteins G3BP1 and G3BP2 (G3BPs) and, simultaneously, undergo a massive reduction in translation. Although SGs and G3BPs have been linked to this translation response, their overall impact has been unclear. Here we investigate the question of how, and indeed whether, G3BPs and SGs shape the stress translation response. We find that SGs are enriched for mRNAs that are resistant to the stress-induced translation shutdown. Although the accurate recruitment of these stress-resistant mRNAs does require the context of stress, a combination of optogenetic tools and spike-normalized ribosome profiling demonstrates that G3BPs and SGs are necessary and sufficient to both help prioritize the translation of their enriched mRNAs and help suppress cytosolic translation. Together, these results support a model in which G3BPs and SGs reinforce the stress translation programme by prioritizing the translation of their resident mRNAs.

## Abstract (web summary)

Smith and Bartel show that mRNA recruitment to stress granules imparts resistance to the integrated stress response translational shutdown.

## Main

When exposed to stresses, such as oxidative stress, high temperature and harmful chemicals, cells initiate the integrated stress response (ISR)^1–4^. The ISR integrates signals from different stress sensors to converge on the phosphorylation of translation initiation factor eif2α^1–5^, which causes reduced global translation while allowing selective translation of stress-responsive mRNAs that help cope with the stress^2,4,6–9^. During this dramatic alteration of the translation state, cytoplasmic puncta known as stress granules (SGs) form through the process of liquid–liquid phase separation^1,6,10–15^. These granules are non-membrane-bound collections of RNA-binding proteins, mRNAs and translation machinery^1,11,16–19^. Although SGs contain a diverse proteome, their formation requires the RNA-binding proteins G3BP1 and G3BP2 (G3BPs)^12,16^. Both SGs and G3BPs have been hypothesized to play roles in translation^16,20–23^, but their precise impacts are not well understood.

As they are highly enriched for translation machinery and form concurrently with translation shutdown, SGs were originally hypothesized to be required for the dramatic translation shutdown observed during the ISR^20,24,25^. However, G3BP-knockout (KO) cell lines, which lack microscopically visible SGs, still undergo the eif2α-dependent translation reduction associated with the ISR^16,26^.

As the formation of SGs is enhanced by polysome collapse, and SGs are enriched in small ribosomal subunits but not large ribosomal subunits, SGs are also proposed to simply be sites devoid of translation^1,2,10,20,27,28^. However, single-molecule analyses show that translating mRNAs are not forbidden inside of SGs^29^, and some report that translation inside of SGs might not be a rare event compared with translation in the cytosol^30^.

Despite their many connections to translation and the stress response, the overall impact that G3BPs and SGs have on translation during stress, or indeed whether they have any impact, is not fully understood^10,31–33^. Previous attempts to determine the effects of G3BPs or SGs on translation have relied either on bulk measurements of translation with limited sensitivity and specificity, such as ^35^S-labelling of nascent peptides, or have been restricted to observations of single mRNAs and reporters^16,21,30^. Here, we use spike-normalized ribosome profiling and optogenetic methods to measure the impact of G3BPs and SGs on translation with or without stress. These results support a model in which G3BPs and SGs reinforce the ISR translation programme by prioritizing the translation of their most enriched transcripts.

## Results

### Ribo-spike enables observation of absolute translation changes during the ISR

Global changes to translation, such as those observed during the ISR, have been challenging to observe by ribosome profiling, which typically lacks information on the absolute differences between samples^34^. RNA spike ins typically used to quantify absolute differences in other high-throughput approaches are not appropriate for ribosome profiling, as the RNAse treatment used to create ribosome-protected fragments (RPFs) would destroy the unprotected spike molecules. Normalizing to endogenous mitochondrial RPFs can bypass this problem^34,35^. However, this approach assumes that mitochondrial translation is unaffected by the experimental condition—an assumption that does not always hold, especially if cells are subjected to stress. To use ribosome profiling to measure absolute changes to translation efficiency (TE) occurring as a consequence of stress, we developed a ribosome profiling spike in (ribo-spike) consisting of a defined amount of rabbit reticulocyte lysate translating orthogonal firefly luciferase mRNA, which could then be spiked into each sample (Fig. 1a and Extended Data Fig. 1a).

**Fig. 1:**
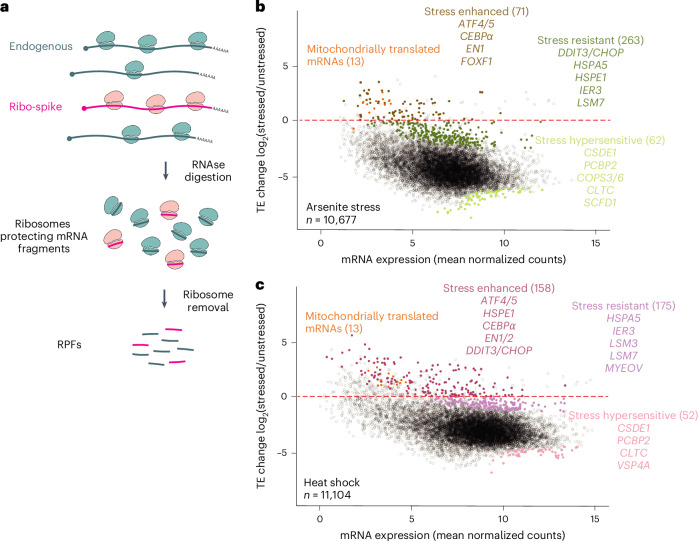
Ribo-spike enables observation of absolute translation changes during ISR. **a**, A schematic representation of the ribo-spike. The ribo-spike consists of polysomes formed on an orthogonal mRNA sequence, in this case, firefly luciferase mRNA (*fLuc*) translated in a rabbit reticulocyte lysate. A defined amount of the ribo-spike sample is added to each experimental sample, ultimately generating orthogonal RPFs that enable normalization between samples. **b**, The ISR translation programme induced upon arsenite stress. Plotted for each mRNA is the log_2_ fold change (FC) in TE observed in HCT116 cells responding to 500 µM sodium arsenite (for 1 h) as a function of the mRNA expression. The dashed red line indicates unchanged TE, as determined by the ribo-spike. Points for stress-enhanced, stress-resistant and stress-hypersensitive mRNAs are indicated by colours, with exemplar mRNAs listed for each category. Stress response categories were determined by DESeq2 (log_2_ FC >1, adjusted *P* value <0.05). Mitochondrially translated mRNAs are indicated in orange. *n* indicates the number of unique mRNAs. **c**, The ISR translation programme induced upon heat shock (45 °C for 25 min), otherwise as in **a**.

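Ribosome-protected fragments (RPFs) and matched RNA were sequenced from HCT116 cells, a human colorectal carcinoma line, in which G3BPs were present. Of the lysates, 4 came from unstressed cells and 4 from cells treated with 500 µM sodium arsenite for 1 h, and each gave 1 RPF library and 1 RNA library. The authors deposited the number of reads they counted on each transcript, as whole numbers without normalization. By their methods, the reads were those on ORFs of GRCh38 genes, on the fluorescent proteins, on OsTIR1 and on firefly luciferase, and the start of each ORF was left out. Unstressed RPF libraries held between 2964056 and 7367568 counts (median 6406823.5), and unstressed RNA libraries between 773845 and 12566623 (median 7520211.5). Under arsenite, RPF libraries held between 35734 and 705440 counts (median 78064.5), and RNA libraries between 903108 and 7755769 (median 3950229). The median gene had between 1 and 16 RPFs per arsenite library. The ribo-spike, which is the luciferase mRNA being translated in the added reticulocyte lysate, gave between 33 and 8313 RPFs in unstressed and between 17 and 6125 RPFs in arsenite libraries. The layout of the table and the depth of the RNA libraries part the lysates into 3 sequencing groups. Unstressed replicate 1 and arsenite replicates 1 and 2 are in group 1, unstressed replicate 2 and arsenite replicates 3 and 4 in group 2, and unstressed replicates 3 and 4 in group 3. The TE change of a gene was taken as the interaction of library type and stress in the quasi-likelihood fit of edgeR with TMM normalization, so that it is a log2 change relative to the bulk of mRNAs. After edgeR's filter on low counts, 11172 genes were tested, and a gene was called when its log2 change was beyond 1 in either direction with a Benjamini-Hochberg adjusted p under 0.05. The fitted change of the ribo-spike itself was 3.30, and subtracting it gave each gene's change relative to the ribo-spike.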

Using our ribo-spike, we then compared translation between unstressed cells and cells treated with 500 µM sodium arsenite for 1 h. This dose of sodium arsenite activates the ISR, leading to eif2α phosphorylation and a substantial reduction in global translation^16,20^. By normalizing to the spike-in TE across samples, we were able to measure absolute changes in TE for mRNAs of >10,000 individual genes. Aggregating these measurements revealed a drastic (20 fold) reduction in global TE, consistent with previous bulk measurements^16,36,37^ (Fig. 1b and Extended Data Fig. 1b,c). 

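Global TE was computed for each lysate as the log2 of summed nuclear-encoded RPFs per ribo-spike RPF over the same ratio in the matched RNA library. It was 4.13 ± 0.99 (SD, n = 4 lysates) in unstressed cells and 0.45 ± 0.45 (SD, n = 4) under arsenite, a difference of −3.68 that corresponds to a 12.8-fold reduction. The size depends on the unstressed lysates, with 19.6-fold from unstressed replicates 1 and 2 alone and 8.37-fold from 3 and 4 alone. Every arsenite lysate lay below every unstressed lysate (exact permutation test, two-sided, p = 0.0286, the smallest that 4 lysates against 4 allow). The Benjamini-Hochberg adjusted p was 0.100 over the 7 comparisons of global or mitochondrial TE. The difference was −5.15 within sequencing group 1 and −3.44 within group 2, each with a single unstressed lysate, and group 3 held no arsenite lysate. Taking the mitochondrially encoded mRNAs as the reference in place of the ribo-spike moved the difference most, to −5.28. With RPFs per ribo-spike RPF alone, without the RNA libraries, the difference was −2.95 (exact permutation test, two-sided, p = 0.286). From the ribo-spike-normalized measurements, the paper states that arsenite strongly reduced global TE, and it sets the size of the reduction beside earlier bulk measurements (Fig. 1b).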

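The 13 mitochondrially encoded mRNAs were summed in each lysate and set against the ribo-spike. Their log2 TE was 2.66 ± 0.48 (SD, n = 4 lysates) under arsenite and 1.06 ± 0.61 (SD, n = 4) in unstressed cells, which is 3.03-fold higher under arsenite. All 4 arsenite lysates lay above all 4 unstressed lysates (exact permutation test, two-sided, p = 0.0286, the smallest possible, and 0.100 after Benjamini-Hochberg adjustment over 7 comparisons). The difference of 1.60 on the log2 scale was 0.95 within sequencing group 1 and 1.83 within group 2. In the edgeR fit, each of the 13 mRNAs was called as higher than the bulk, with a median log2 change of 4.94, or 1.64 relative to the ribo-spike.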

Interestingly, TEs of mitochondrial mRNAs increased in the presence of sodium arsenite (Fig. 1b), validating our concern that they might not remain constant under stress.

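Under arsenite, 3658 of 11172 genes tested had a called TE change, 1755 of them higher and 1903 lower than the bulk, and 5052 had an unadjusted p under 0.05. Of the genes higher than the bulk, 295 had a change above 0 relative to the ribo-spike, here taken as stress-enhanced, and 1460 a change at or below 0, here taken as stress-resistant. The genes lower than the bulk were taken as hypersensitive. These categories were not limited to coding genes. Those higher than the bulk held 48 small noncoding RNAs and 87 long noncoding RNAs or pseudogenes. Later comparisons that name the categories as mRNAs keep such RNAs where they were tested. This split rests on the fitted change of the ribo-spike, which was 3.70 with the lysate as a block, giving 188 stress-enhanced genes, 3.09 with unstressed replicates 3 and 4 alone, giving 379, and 4.15 with the sequencing group as a block, added after the data were seen, giving 161. Requiring at least 10 counts in every library gave 204 calls of 460 genes tested, with 96 higher and 108 lower. Without arsenite replicate 3, the calls numbered 1937, with 710 higher and 1227 lower. Using unstressed replicates 1 and 2 alone gave 3094 calls and using replicates 3 and 4 alone gave 3901. When each gene was tested against the ribo-spike, 0 genes were called and 5377 had an unadjusted p under 0.05, and the median change was −6.05, against −3.45 when the change of the ribo-spike was subtracted. That test does not link the RPF and RNA libraries of a lysate. The ribo-spike had 33 of 2964056 RPF and 3088 of 7153286 RNA counts in unstressed replicate 1. In unstressed replicate 2 it had 3890 of 5661474 and 9538 of 773845. Such variation, which TE cancels, counts as noise there, so the 0 calls cannot show an absence of change. The largest called increases with replicates that did not overlap were in CDK5R2 (NM_003936, chromosome 2 of GRCh38 from 218959666 to 218962155), at 6.97 (standard error 0.90, adjusted p = 1.23e-05), KIAA1656 (NR_046312, chromosome 22, 30368811 to 30377905), at 6.55 (standard error 0.98, adjusted p = 4.91e-05), and C3orf80 (NM_001168214, chromosome 3, 160225422 to 160228213), at 6.42 (standard error 0.89, adjusted p = 2.46e-05). CDK5R2 had 1 to 11 RNA counts and 4 to 442 RPFs in the arsenite libraries, and C3orf80 had 0 to 814 RPFs. Among decreases chosen the same way, ZC2HC1A (NM_016010, chromosome 8, 78666089 to 78719765) and CNOT10 (NM_015442, chromosome 3, 32685188 to 32773875) had at most 2 RPFs in every arsenite library, and their TE was at least 1.12-fold and at least 3.29-fold lower. IFT74 (NM_001099222, chromosome 9, 26947110 to 27066134) had too few RPFs in arsenite for a bound. With TMM normalization the median change over all genes was −0.15, and with DESeq2 it was 0.0088. Cytosolic ribosomal protein mRNAs (77 genes) had a median change of −1.02 relative to that of all genes and −0.86 with DESeq2, with 4 called higher and 33 called lower. Heat-shock chaperone mRNAs (9 genes) had a median of −0.88 relative to all genes, with 1 called higher and 3 called lower.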

Although translation was globally reduced during stress, some mRNAs retained or even enhanced their translation in response to stress. Among them were mRNAs of several stress-responsive genes previously reported to maintain their translation during the ISR, including *ATF4*, *ATF5*, *CEBPα* and *DDIT3*/*CHOP* (Fig. 1b). Many of these mRNAs contain upstream open reading frames (uORFs), which can help regulate their translation during stress^38^. Indeed, regulation by uORFs is proposed to help shape the general translation response to stress^2,4,7,8,39–41^. 

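ATF4 (NM_001675, chromosome 22 of GRCh38 from 39520559 to 39522686) had a log2 TE change relative to the bulk of 4.48 under arsenite (standard error 0.49, n = 4 lysates against 4, adjusted p = 2.27e-06 from edgeR). Relative to the ribo-spike its change was 1.18, and leaving out each lysate in turn kept the first value between 4.08 and 4.68. For ATF5 (NM_012068, chromosome 19, 49928906 to 49933935), the change was 4.59 (standard error 0.37, adjusted p = 9.55e-08), or 1.29 relative to the ribo-spike. CEBPA (NM_001285829, chromosome 19, 33299934 to 33302534) changed by 6.28 (standard error 0.81, adjusted p = 1.23e-05), or 2.98 relative to the ribo-spike, from 22 to 3095 RPFs in the arsenite libraries. DDIT3 (NM_001195057, chromosome 12, 57516588 to 57520517) changed by 3.51 (standard error 0.87, adjusted p = 0.0037), with a range of 2.27 to 4.03 when each lysate was left out. Its change relative to the ribo-spike was 0.21, and its log2 TE of −2.58 in 1 unstressed lysate lay apart from the other unstressed lysates, at −0.95 to −0.64.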

Supporting this proposal, mRNAs reported to contain one or more functional uORFs were significantly better translated during the stress response^42^ (Extended Data Fig. 1d). Moreover, while our manuscript was in review, another study published the development of a similar ribo-spike and also applied it to show that uORF-containing mRNAs are better translated during stress^41^.

In yeast, newly transcribed mRNAs tend to be preferentially translated during stress^43,44^. To assess this possibility in mammalian cells, we compared the translation change in response to stress to mRNA half-lives, reasoning that mRNAs with short half-lives would be predominantly composed of newly synthesized transcripts. Consistent with the observations made in yeast, we observed a moderate negative correlation between the translation change of an mRNA upon stress and its estimated half-life^45^ (Spearman *R* (*R*_S_) of −0.22; Extended Data Fig. 1e).

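PCBP2 (NM_005016, chromosome 12 of GRCh38 from 53452102 to 53481162) had a log2 TE change relative to the bulk of −2.24 under arsenite (standard error 0.35, n = 4 lysates against 4, adjusted p = 7.08e-05 from edgeR), with 3 to 55 RPFs per arsenite library. Relative to the ribo-spike, its change was −5.54.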

At the other extreme, some mRNAs were especially sensitive to translation shutdown, including *CSDE1* and *PCBP2*, as reported previously^40^. 

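COPS3 (NM_001199125, chromosome 17 of GRCh38 from 17246616 to 17281246) changed by −2.77 under arsenite on the log2 scale (standard error 0.43, n = 4 lysates against 4, adjusted p = 7.17e-05 from edgeR), from 1 to 11 RPFs per arsenite library. COPS6 (NM_006833, chromosome 7, 100088969 to 100092187) changed by −2.78 (standard error 0.38, adjusted p = 1.98e-05) and CLTC (NM_001288653, chromosome 17, 59619895 to 59696956) by −2.14 (standard error 0.32, adjusted p = 4.30e-05). SCFD1 (NM_016106, chromosome 14, 30622254 to 30735850), at −2.93 (standard error 0.46, adjusted p = 8.15e-05), had only 0 to 10 RPFs per arsenite library, and the RPFs of CLTC numbered 20 to 302.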

Interestingly, other hypersensitive mRNAs encoded proteins involved in energetically expensive processes, such as vesicle trafficking (*COPS3*, *COPS6*, *CLTC* and *SCFD1*), which are strongly downregulated during stress^46^ (Fig. 1b).

To measure absolute TE changes in another stress context, we performed analogous experiments under 45 °C heat shock (Fig. 1c and Extended Data Fig. 1b,c). 

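RPFs and RNA were also sequenced from 2 lysates of HCT116 cells with G3BPs after heat shock at 45 °C, for 25 min by the paper's methods. Counts were made by the authors as for arsenite, and both lysates fall in sequencing group 3. The heat-shock RPF libraries held 252249 and 818070 counts and the RNA libraries 7874249 and 9004417. Between 1511 and 5364 ribo-spike RPFs were counted per library. The unstressed lysates were the same 4 as in the arsenite comparison, and 11239 genes passed the filter. The fitted change of the ribo-spike was 3.11.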

The results resembled those observed for arsenite stress (Fig. 1c and Extended Data Fig. 1f,g). However, the translation changes were not identical (*R*_S_ of 0.63) and many mRNAs were called as differentially regulated in one stress but not the other (Extended Data Fig. 1h–j), consistent with previous reports that the type and dosage of stress shape the ISR^3^.

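Global TE after heat shock was 0.98 ± 0.36 (SD, n = 2 lysates), which is −3.15 from the unstressed mean on the log2 scale, or an 8.88-fold reduction (−3.76, or 13.6-fold, from unstressed replicates 1 and 2 alone and −2.54 from 3 and 4 alone). With 2 lysates against 4, the smallest p that an exact permutation test allows is 0.133, which was the value found (two-sided, adjusted p = 0.311 over 7 comparisons). Within sequencing group 3 the difference was −2.54. The mitochondrially encoded mRNAs as the reference gave −4.39, and RPFs without the RNA libraries gave −4.55. In the edgeR fit, 2267 genes were called, 1134 higher and 1133 lower than the bulk, and 3953 had an unadjusted p under 0.05. Of those higher, 230 were above 0 relative to the ribo-spike and 904 were not. The genes called as higher held 61 small noncoding RNAs and 79 long noncoding RNAs or pseudogenes. With unstressed replicates 3 and 4 alone, which are in the same sequencing group, 3217 genes were called and 489 were above 0. With replicates 1 and 2 alone, 2209 were called and 195 were above 0. With at least 10 counts in every library, 1125 of 3408 genes were called. The calls rest on 2 heat-shock lysates. With either of them left out fewer genes were called, but no count is given, since 1 lysate has no replicate. Relative to the ribo-spike, 0 genes were called and 24 had an unadjusted p under 0.05, in a test that does not link the RPF and RNA libraries of a lysate. These 0 calls cannot show an absence of change. ATF4 changed by 5.15 (standard error 0.59, adjusted p = 1.27e-04) and ATF5 by 3.22 (standard error 0.41, adjusted p = 2.62e-04), on the log2 scale relative to the bulk. The largest called increases with separated replicates were in EN1 (NM_001426, chromosome 2 of GRCh38 from 118842171 to 118847648), at 8.36 (standard error 1.71, adjusted p = 0.00358), and in the noncoding RN7SL2 (NR_027260, chromosome 14, 49862551 to 49862849), at 8.17 (standard error 1.63, adjusted p = 0.0031), and RNY1 (NR_004391, chromosome 7, 148987136 to 148987248), at 8.06 (standard error 1.58, adjusted p = 0.00272). EN1 had 1 RNA count in each heat-shock library and 3 to 8 in unstressed libraries, and its log2 TE in 1 unstressed lysate, 7.16, lay apart from the others. The fitted 8.36 of EN1 and its rank thus rest on too few RNA counts to be read as measured. Of the largest called decreases, ME2 (NM_002396, chromosome 18, 50879118 to 50954257) was at least 7.35-fold and CHRD (NR_130747, chromosome 3, 184380054 to 184390739) at least 2.66-fold lower. The 13 mitochondrially encoded mRNAs were all called as higher, with a median of 4.57, or 1.46 relative to the ribo-spike. The median of the 77 ribosomal protein mRNAs was 0.21 above that of all genes and −2.99 relative to the ribo-spike, a reference that lowers every gene by the same 3.11, and that of the 9 chaperone mRNAs was −0.040 relative to all genes, with 3 called higher and 1 called lower.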

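Across the 11171 genes tested in both fits, the log2 TE changes of arsenite and heat shock had a Spearman correlation (RS) of 0.625. Genes are not independent replicates, so no p is given, and both changes share the unstressed lysates. Simulated counts without any stress effect gave a mean RS of 0.216 (range 0.198 to 0.245 over 20 simulations). When the unstressed lysates were split so that the changes shared none of them, RS averaged 0.588, with a range of 0.522 to 0.631 over 6 splits. Among 8 relations of TE changes computed in this way, the alternative that moved this one most was at least 10 counts in every library, with an RS of 0.788. Of the genes tested in both stresses, 719 were called as higher in both, 662 as lower in both and 9 in opposite directions. A further 1036 were called as higher in arsenite alone, 404 as higher in heat shock alone, 1241 as lower in arsenite alone and 470 as lower in heat shock alone. The difference between the stresses was not tested gene by gene.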

We consider the combination of widespread translation shutdown, the retained or increased translation of select transcripts and the hypersensitive downregulated translation of others to be the ISR translation programme. These results illustrate how using ribo-spike enables accurate and precise monitoring of absolute translation changes between samples and emphasize the utility of a truly orthogonal spike-in for studies monitoring global changes to translation.

### G3BPs reinforce the ISR translation programme

Having developed a method to globally monitor absolute TE changes, we wanted to use it to determine the effects of G3BPs and SGs on the ISR. To do so, we needed to be able deplete cells of G3BPs and SGs. Therefore, we engineered HCT116 cells in which both endogenous G3BP1 and endogenous G3BP2 were homozygously tagged with RFP and an auxin-inducible degron (AID) allowing their rapid and efficient depletion (>90% within 3 h) upon addition of indole-3-acetic acid (IAA)^47,48^. By assessing another SG marker protein, PABPC1 labelled with GFP, we confirmed that our depletion of G3BPs before stress imparted minimal effects on PABPC1 stability and largely prevented the formation of SGs in response to both sodium arsenite and heat shock (Fig. 2a–f).

**Fig. 2:**
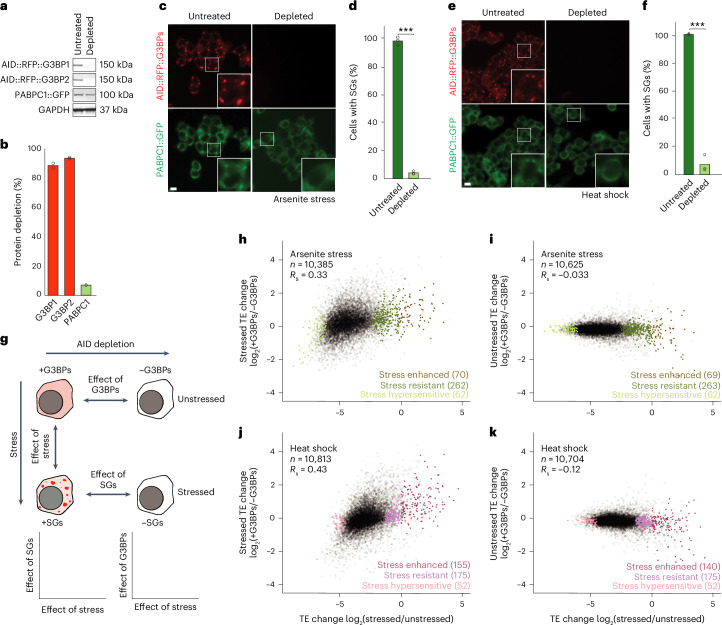
G3BPs reinforce the ISR translation programme. **a**, The depletion of endogenous G3BPs fused to AID. Immunoblots probed for the indicated proteins show specific depletion of AID fusion proteins after treatment with 500 µM IAA for 3 h. **b**, Quantification of protein depletion in **a**, normalizing to levels of GAPDH. The points show values for two biological replicates. **c**, The prevention of SG formation during arsenite stress. HCT116 cells were either treated with 500 µM IAA to deplete G3BPs (right) or not treated (left) before arsenite stress (500 µM sodium arsenite for 1 h). The images show either G3BPs (red) or SG marker protein PABPC1 (green) (scale bar, 10 µm). **d**, The quantification of SG formation in **c**. The points show values for three biological replicates (***P = 6.5 × 10^−5^; Welch’s two-sample, two-tailed *t*-test). **e**,**f**, Images (**e**) and quantification (**f**) of the prevention of SG formation during heat shock (45 °C for 25 min; ***P = 0.001), otherwise as in **c** and **d**. **g**, A schematic representation of the G3BP-depletion experiment. Ribosome profiling was performed on stressed HCT116 cells to determine the effects of stress on translation, G3BP-depleted unstressed HCT116 cells were used to determine the effect of G3BPs on translation and G3BP-depleted stressed HCT116 cells were used to determine the effects of G3BPs/SGs on translation. The effects of stress were then compared with the effects of G3BPs and SGs. **h**, The relationship between G3BP-dependent translation during arsenite stress and the ISR translation programme. The plots indicate the log_2_ FC in TE owing to the presence of G3BPs in cells treated with arsenite as a function of the log_2_ FC in TE owing to arsenite. Points for stress-enhanced, stress-resistant and stress-hypersensitive mRNAs are indicated by colours. *n* indicates the number of unique mRNAs. **i**, The relationship between G3BP-dependent translation in the absence of stress and the ISR translation programme, otherwise as in **h**. **j**, The relationship between G3BP-dependent translation during heat shock and the heat shock ISR translation programme, otherwise as in **h**. **k**, The relationship between G3BP-dependent translation in the absence of stress and the ISR translation programme, otherwise as in **h**. Source data.

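RPFs and RNA were sequenced from HCT116 cells in which the G3BPs carried an auxin-inducible degron and were depleted with 500 µM IAA, and from cells in which they were present. G3BP-depleted cells gave 4 unstressed lysates, 4 lysates under 500 µM arsenite and 2 after heat shock, set against the lysates with G3BPs described for each stress. RPF libraries of G3BP-depleted cells held between 1093845 and 6745600 counts unstressed (median 3357316.5), between 63265 and 643574 under arsenite (median 102283), and 400503 and 785550 after heat shock. Their RNA libraries held between 1244382 and 8373689 (median 6743007.5), between 908674 and 10395219 (median 4071196.5), and 5938445 and 9834615. OsTIR1, the plant F-box protein that recruits degron-tagged proteins for degradation, gave between 5768 and 67621 RPFs in G3BP-depleted arsenite libraries and between 53 and 310 with G3BPs present. In unstressed libraries it gave 12339 to 46215 RPFs against 109 to 209, and after heat shock 9544 to 33454 against 92 to 308. Counts were made by the authors as for the other ribosome profiling libraries. The G3BP effect on TE was the interaction of library type and G3BP status in edgeR, G3BPs present over depleted. The filter kept 10064 genes under arsenite, 11510 after heat shock and 10649 unstressed. Under arsenite, the G3BP effect on the TE of G3BP1 (NM_005754, chromosome 5 of GRCh38 from 151771954 to 151812785) was −0.48 (standard error 0.33, adjusted p = 0.824) and that of G3BP2 (NM_012297, chromosome 4, 75642786 to 75724437) was 0.40 (standard error 0.44, adjusted p = 0.93). In both the arsenite and the unstressed lysates, a lysate with G3BPs and the G3BP-depleted lysate of the same number resembled each other. A fit with the number as a block is therefore given beside the fit without one. Lysates of the same number also share a sequencing group, so their resemblance does not settle that the numbers mark pairs.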

Having generated these degron lines, we used ribosome profiling with the ribo-spike to compare translation in cells with and without the ability to form SGs (Fig. 2g). 

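Under arsenite, global TE was 0.45 ± 0.45 (SD, n = 4 lysates) with G3BPs and 0.83 ± 0.31 (SD, n = 4) in G3BP-depleted cells. The difference of −0.37, 1.29-fold, was within the spread of the lysates (exact permutation test, two-sided, p = 0.257 where the smallest possible is 0.0286, adjusted p = 0.450 over 7 comparisons). Each lysate with G3BPs was below the G3BP-depleted lysate of its number, by −0.058, −0.79, −0.44 and −0.20 in replicates 1 to 4 (paired exact permutation test, two-sided, p = 0.125, the smallest that 4 pairs allow). The differences within sequencing groups 1 and 2 were −0.42 and −0.32. Leaving out each lysate in turn gave −0.48 to −0.16, and in place of the ribo-spike the mitochondrially encoded mRNAs gave 0.48 (exact permutation test, p = 0.457), the opposite sign. In unstressed cells the difference was 0.15 (exact permutation test, two-sided, p = 0.657), and within sequencing groups 1, 2 and 3 it was 0.050, 0.21 and 0.17. By number it was above 0 in each of the 4 pairs (0.050, 0.21, 0.069 and 0.27; paired exact permutation test, p = 0.125, the smallest possible). With 1 lysate of a pair left out, its sign changed without unstressed replicate 1 of the cells with G3BPs, to −0.23, and without G3BP-depleted unstressed replicate 3, to −0.24. After heat shock it was 0.096 (exact permutation test, p = 0.667 where 2 lysates against 2 allow no p under 0.333) and 0.14 and 0.048 in the 2 pairs, and with 1 lysate of a pair left out the sign changed without replicate 2 of the cells with G3BPs, to −0.16, and without G3BP-depleted replicate 1, to −0.21.

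**Figure D1:**
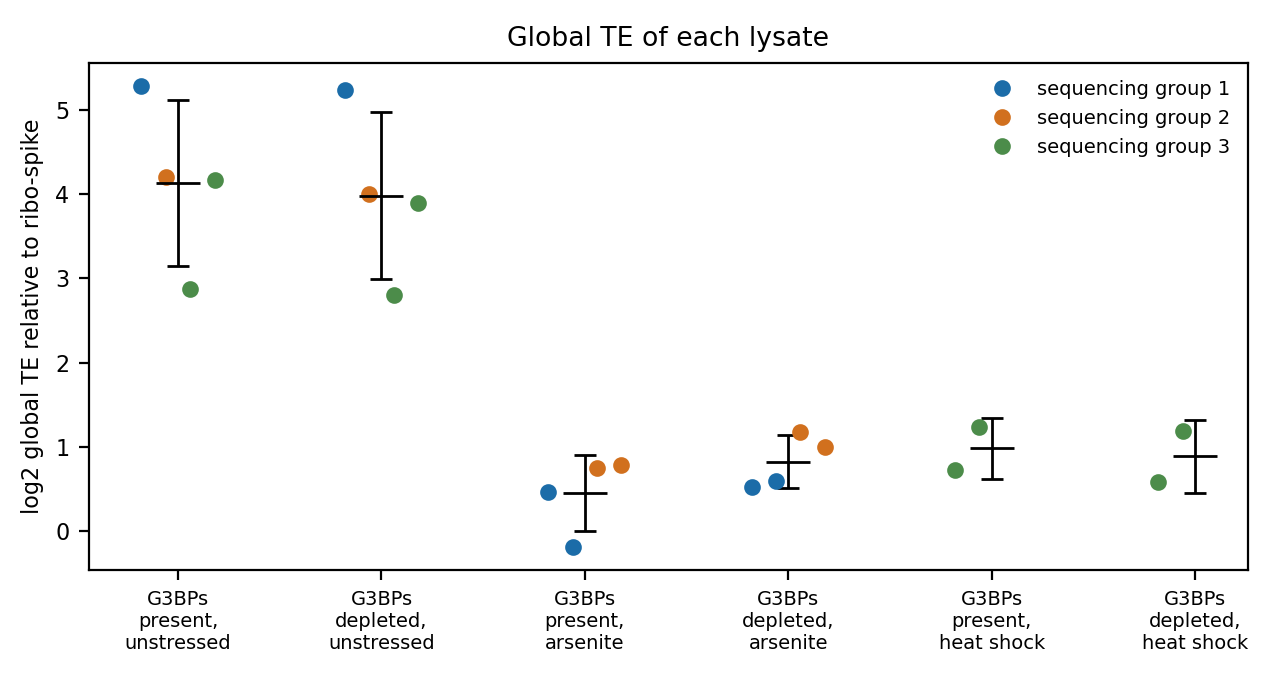
Global TE of each lysate, on a log2 scale relative to the ribo-spike, by condition. Points are lysates, horizontal bars the mean and vertical bars the SD; the arsenite lysates lie at 0.45 ± 0.45 with G3BPs and 0.83 ± 0.31 without, and the unstressed lysates at 4.13 ± 0.99 and 3.98 ± 1.00.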

Compared with G3BP-depleted cells, normal cells underwent a somewhat stronger inhibition of global translation during arsenite stress (1.4 fold; Extended Data Fig. 2a), consistent with reports that G3BPs are largely dispensable for the global reduction in translation caused by the ISR^16^.

We were intrigued to find that G3BPs, and perhaps SGs, did seem to contribute, if only modestly, to the massive reduction in translation that occurs during the ISR. To further examine this contribution, we compared the translation changes caused by presence of G3BPs with those caused by activation of the ISR. Here, we observed a clear positive correlation (*R*_S_ of 0.33; Fig. 2h and Extended Data Fig. 2b). This implied that G3BPs, and perhaps SGs, tend to translationally upregulate the same mRNAs that the ISR upregulates and tend to translationally downregulate the same mRNAs that the ISR downregulates, thereby reinforcing the ISR translation programme.

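Across the 9998 genes tested in both fits, the G3BP effect on TE under arsenite and the arsenite programme had an RS of 0.322. Both changes use the arsenite lysates with G3BPs, so a count that is high by chance in those lysates raises both. Simulated counts with an arsenite effect and no G3BP effect gave a mean RS of 0.243 (range 0.227 to 0.265 over 20 simulations). When the arsenite lysates with G3BPs were split so that the changes shared none, RS averaged 0.029 (range −0.11 to 0.089 over 6 splits). The G3BP effect was then taken against all G3BP-depleted lysates. Where a split follows the sequencing groups, a difference between them enters the changes with opposite sign and can lower RS. With the pairs of lysates of the same number kept together, a setting chosen after the data were seen, it averaged 0.071 (range 0.038 to 0.112). With the G3BP effect from the fit with number as a block, RS was 0.279. Simulations that added 0.1 of each gene's arsenite change as a G3BP effect gave a mean of 0.422 with shared and 0.113 with disjoint lysates, over 5 simulations. Without any library in common, the G3BP effect under arsenite and the heat-shock programme had an RS of 0.088 across 10002 genes. Of 10064 genes tested, 0 had a called G3BP effect under arsenite and 732 had an unadjusted p under 0.05. With the lysate number as a block, 72 were called, 26 higher and 46 lower with G3BPs.

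**Figure D2:**
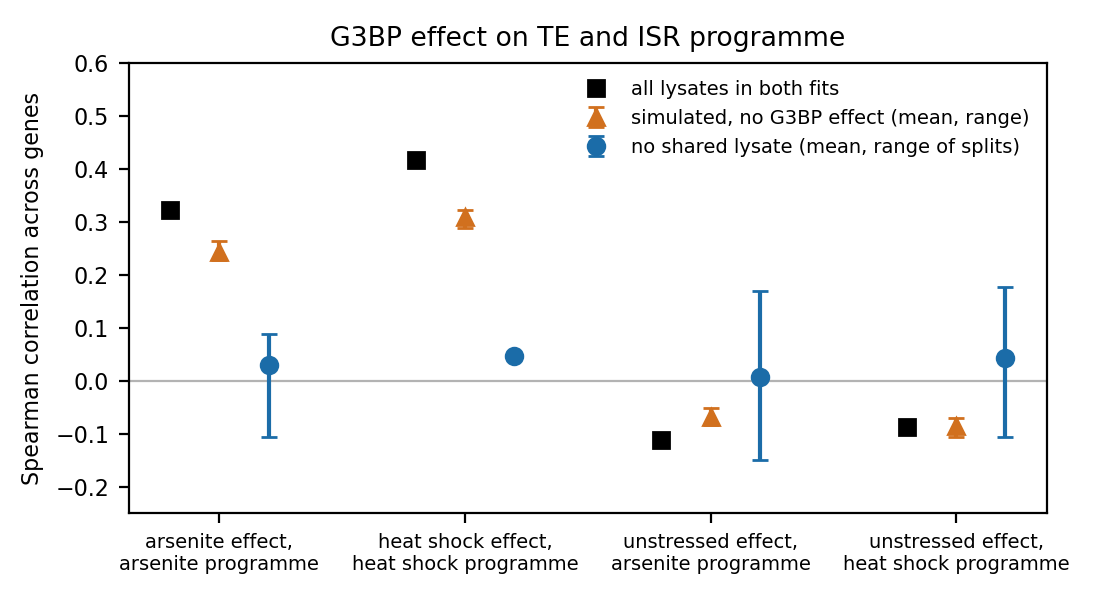
Spearman correlations across genes between the G3BP effect on TE under arsenite, after heat shock or in unstressed cells and a stress programme. Each shows the value with shared lysates, the range of simulations without a G3BP effect and the values with disjoint lysates. For arsenite these are 0.322, 0.227 to 0.265, and −0.11 to 0.089. The disjoint splits of arsenite and of unstressed lysates do not all balance the sequencing groups.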

To determine whether these G3BP-dependent changes to TE were driven by effects on RPFs or RNA, we examined these two measurements separately. 

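The per-lysate medians of RPF and of RNA counts were compared between ISR categories under arsenite, each category minus the bulk, for 212 stress-enhanced, 1336 stress-resistant, 1890 hypersensitive and 6560 bulk mRNAs. The categories were called from the same arsenite lysates with G3BPs that enter this comparison. An RNA count low by chance there moves a gene towards enhanced, and one high by chance towards hypersensitive. RNA differences below 0 for enhanced and above 0 for hypersensitive mRNAs can therefore arise without a G3BP effect. For RPF counts the directions are reversed. RPF differences above 0 for enhanced and below 0 for hypersensitive mRNAs can arise in the same way. For RPFs, the difference between cells with G3BPs and G3BP-depleted cells was 0.31 for enhanced mRNAs (exact permutation test, two-sided, p = 0.657, n = 4 lysates against 4), 0.029 for resistant mRNAs (exact p = 1) and −0.38 for hypersensitive mRNAs (exact p = 0.143). For RNA it was −0.31 for enhanced (exact p = 0.0857), −0.097 for resistant (exact p = 0.0857) and 0.21 for hypersensitive mRNAs (exact p = 0.0286, the smallest that the lysates allow). After Benjamini-Hochberg adjustment over the 6 tests, the RPF values were 0.789, 1 and 0.214, and the RNA values 0.171 each. Between lysates of the same number, a comparison added after the data were seen, the RNA difference was below 0 in 4 of 4 pairs for enhanced and for resistant mRNAs and above 0 in 4 of 4 pairs for hypersensitive mRNAs (paired exact permutation test, two-sided, p = 0.125 for each, the smallest possible). Without G3BP-depleted replicate 1, which leaves its pair incomplete, the RPF differences of enhanced and resistant mRNAs were −0.22 and −0.19; in pairs 1 to 4 they were 0.74, 0, 0.18 and 0.31, and 0.74, −0.74, 0.12 and 0. Taking the categories from the heat-shock calls reversed the RPF and the RNA difference of resistant mRNAs, to −0.17 and 0.037, in an alternative added after the data were seen. In edgeR fits of each library type alone, the median RPF change with G3BPs was −0.083 for the 97 enhanced and −0.032 for the 805 bulk mRNAs that passed the filter on RPF counts, and the median RNA change was −0.24 for 219 enhanced and −0.031 for 7167 bulk mRNAs. For RNA alone, 355 of 10853 genes were called, 158 higher and 197 lower with G3BPs. For RPFs alone, 0 of 1465 were called (139 at an unadjusted p under 0.05), and 17 with DESeq2. The RPF fit held far fewer genes and counts, so these numbers do not rank the library types. RPF medians in these libraries rest on few counts per gene, so that a change of 1 count moves many of them together.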

Interestingly, changes to RPFs and mRNA levels both contributed to the overall TE effects, with the presence of G3BPs leading to more RPFs of ISR-enhanced transcripts despite a reduction in the levels of these transcripts (Extended Data Fig. 2c,d). Although these G3BP-dependent decreases in mRNA might represent an independent function of G3BPs, they are perhaps more parsimoniously explained as the translation-dependent destabilization of mRNA, which has been previously reported^49–54^. Indeed, we also observed evidence of such mRNA stabilization occurring transcriptome-wide in response to arsenite stress (Extended Data Fig. 2e). However, the previously observed correlation between translation change upon stress and unstressed mRNA half-lives might complicate this interpretation (Extended Data Fig. 1e).

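The change in RNA and the change in TE under arsenite had an RS of −0.230 across 11172 genes. RNA counts enter both, as the denominator of TE, and simulated counts with no arsenite effect gave a mean RS of −0.446. Their TE changes spread less than the observed ones, with an interquartile range of 0.670 against 1.80. The simulated value therefore does not show what sharing gives where arsenite changes TE. With the lysates split so that none was shared, RS averaged −0.155 (range −0.285 to −0.021 over 6 splits). For the genes with at least 10 counts in every library it was 0.022, the opposite sign, and for those with at least 100 counts in every RNA library −0.292. These are relations across genes, which are not independent replicates.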

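After heat shock, the G3BP effect on TE and the heat-shock programme had an RS of 0.417 across 10971 genes. Simulated counts without a G3BP effect gave a mean of 0.308 (range 0.288 to 0.323), although their spread of effects was wider than observed, with an interquartile range of 0.84 against 0.75. With disjoint heat-shock lysates, the 2 possible splits gave 0.041 and 0.052, but each leaves a single heat-shocked lysate with G3BPs in either change. These values therefore cannot separate the sharing from the noise of single lysates. The G3BP effect after heat shock and the arsenite programme, which share no library, had an RS of 0.212 across 10950 genes, and 0.194 against the arsenite programme of G3BP-depleted cells. A called effect was found for 2 of 11510 genes, and 937 had an unadjusted p under 0.05. SIRT1 (NM_012238, chromosome 10 of GRCh38 from 67884656 to 67918390) had 3.70 (standard error 0.51, n = 2 lysates against 2, adjusted p = 0.0122 from edgeR), from 48 to 503 RPFs with and 41 to 56 without G3BPs. ATXN7 (NM_000333, chromosome 3, 63863144 to 64003462) had 2.54 (standard error 0.38, adjusted p = 0.0216), from 64 to 589 and 99 to 174 RPFs. The log2 TE of SIRT1 was 2.98 and 4.85 with and −0.15 and 1.41 without G3BPs, and that of ATXN7 3.20 and 4.81 with and 1.63 and 1.98 without. No gene was called with at least 10 counts in every library (0 of 3353, with 280 at an unadjusted p under 0.05), and 73 were called with the lysate number as a block.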

Given that the ISR translation programmes differed between arsenite and heat shock, we examined whether G3BPs also reinforced the heat shock ISR translation programme and found similar results (Fig. 2j and Extended Data Fig. 2f–j). Furthermore, analyses of published measurements of G3BP-dependent translation in U2OS cells treated with the endoplasmic reticulum stressor thapsigargin, also yielded similar results^55^ (Extended Data Fig. 3a–e). Taken together, these results indicated that G3BPs, and perhaps SGs, reinforce the ISR translation programme across multiple stresses and cell types.

We next asked whether the factors correlating with ISR translation—uORF presence and estimated mRNA half-lives—also correlated with G3BP-dependent translation during both arsenite stress and heat shock. However, we found no strong relationship between either of these factors and G3BP-dependent translation (Extended Data Fig. 4a–d).

To determine whether the G3BP-dependent translation was constitutive or stress specific—potentially through the formation of SGs—we performed analogous ribosome profiling experiments, comparing translation in cells with and without G3BPs, but this time in the absence of stress. 

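In unstressed cells, the G3BP effect on TE had an RS of −0.112 with the arsenite programme across 10631 genes and of −0.088 with the heat-shock programme across 10649 genes. These changes share the unstressed lysates with opposite sign, and simulated counts without a G3BP effect gave means of −0.067 and −0.086. With disjoint unstressed lysates, the means were 0.0079 (range −0.149 to 0.170 over 6 splits) and 0.042 (range −0.106 to 0.176), both of the opposite sign. These splits do not balance the sequencing groups. A difference between the groups enters both changes with the same sign and can raise RS. Unstressed replicates 1 and 2 alone gave −0.217 with the arsenite and −0.090 with the heat-shock programme, replicates 3 and 4 alone 0.021 and −0.131, and genes with at least 100 counts in every RNA library gave 0.054 with the heat-shock programme. Of 10649 genes tested, 0 had a called G3BP effect and 27 had an unadjusted p under 0.05.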

Interestingly, in unstressed cells, G3BP-dependent translation changes showed no positive correlation to the translation changes of arsenite or the heat-shock ISRs (*R*_S_ values of –0.033 and –0.12, respectively; Fig. 2i,k). Similar results were observed when analysing published data from G3BP-KO U2OS cells^55^ (Extended Data Fig. 3b). Together, these results argued that G3BPs reinforce the ISR translation programme in a stress-dependent manner, consistent with a model in which this is a function of G3BP through its nucleation of SGs.

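Whether the G3BP effect on TE differs between arsenite-treated and unstressed cells was tested as the interaction of library type, G3BP status and arsenite in edgeR. Among 10636 genes, 0 had an adjusted p under 0.05, and 524 had an unadjusted p under 0.05. With the lysate number as a block, 0 were called and 667 had an unadjusted p under 0.05. The G3BP effects under arsenite and in unstressed cells, which share no library, had an RS of 0.019 across 9976 genes, and those under arsenite and after heat shock 0.053 across 9973 genes. The paper finds a positive correlation of the G3BP effect with the ISR programme under each stress and none in unstressed cells. From these and from published U2OS data with G3BPs knocked out, the paper reasons that G3BPs reinforce the programme in a way that depends on stress (Fig. 2h–k). It regards nucleation of SGs as a possible route, and states that another G3BP function specific to stress could not be told apart.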

As G3BPs are required for SG formation, we could not say whether the effects we observed upon depleting G3BPs were a consequence of losing SGs or whether they were a consequence of losing some other stress-specific G3BP function. We sought to disambiguate G3BP and SG function by targeting CAPRIN1 or UBAP2L, two other proteins reported to be required for SG formation^16,19,56,57^. However, no reduction in SG formation was detected upon AID depletion of either of these proteins (Extended Data Fig. 4e–m). These results concurred with findings that, in many cell types, G3BPs are uniquely required for SG formation, and illustrated the difficulties in disentangling the functions of SGs from those of their required G3BP components^12^.

### SGs are enriched for mRNAs that are favoured by the ISR translation programme

After difficulty using this genetic approach to define the role of SGs, we turned to other approaches. One attractive hypothesis was that mRNAs that are differentially regulated by the ISR translation programme are also differentially localized to SGs and that this localization to SGs determines the effect that G3BPs have on the translation of those mRNAs during stress.

To assess the relationships between regulation by the ISR, regulation by G3BPs and SG localization, we purified SG cores from HCT116 cells treated with 500 µM sodium arsenite for 1 h^18,58^. 

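RNA was sequenced from SG cores and from the matched total cytoplasm of 2 arsenite-treated cultures of the HCT116 line that the paper calls parental, 1 granule and 1 cytoplasm library each. The granule libraries held 3422808 and 3459547 counts, and the cytoplasm libraries 5804638 and 8305714. Each library also held counts on transgenes, 1030 to 1864 on the degron and RFP tag of G3BPs, 1028 to 2216 on eGFP and 39 to 111 on OsTIR1. The authors deposited whole-number read counts per transcript accession, without normalization, prepared as for the RNA libraries of ribosome profiling. SG enrichment of a transcript was the log2 ratio of granule over cytoplasm in edgeR's quasi-likelihood fit with TMM normalization, and 12394 transcripts passed its filter on low counts.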

Sequencing identified 488 transcripts enriched in SG cores and 453 that were depleted compared with total cytoplasm (>2-fold change, adjusted *P* value <0.05; Fig. 3a). 

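In the parental line, 957 transcripts were called as enriched in SG cores over cytoplasm and 727 as depleted, with 5034 of 12394 at an unadjusted p under 0.05. The alternative that moved the number most was a DESeq2 test against a 2-fold change, added after the data were seen, with 57 enriched and 5 depleted. DESeq2's test against no change gave 799 and 650. The largest enrichments with replicates that did not overlap were in ABI3 (NM_016428, chromosome 17 of GRCh38 from 49210707 to 49223225), at 5.28 (standard error 0.77, n = 2 libraries against 2, adjusted p = 5.25e-04 from edgeR), HES3 (NM_001024598, chromosome 1, 6244179 to 6245578), at 5.11 (standard error 0.41, adjusted p = 3.21e-05), and CBLN1 (NM_004352, chromosome 16, 49277917 to 49281838), at 4.94 (standard error 0.50, adjusted p = 8.02e-05). The strongest depletions were in the noncoding RNY5 (NR_001571, chromosome 7, 148941488 to 148941571), at −4.80 (standard error 0.46, adjusted p = 6.82e-05), RN7SK (NR_001445, chromosome 6, 52995620 to 52995951), at −3.55 (standard error 0.29, adjusted p = 3.21e-05), and in RPL15 (NM_001253384, chromosome 3, 23916545 to 23924631), at −2.75 (standard error 0.51, adjusted p = 0.00197). The 81 cytosolic ribosomal protein mRNAs had a median of −0.52, with 2 enriched and 18 depleted. The 13 mitochondrially encoded mRNAs had a median of 0.78, with 1 enriched, and the 9 chaperone mRNAs one of −0.074, with 1 enriched.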

Overall, our SG enrichments observed in HCT116 cells resembled those previously reported from U2OS cells^18^, including an enrichment for longer mRNAs and mRNAs that were poorly translated before stress. This indicated that we had successfully purified SG cores (Extended Data Fig. 5a–d).

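SG enrichment in the parental line and transcript length had an RS of 0.247 across the 12057 of 12394 transcripts (97.3%) whose length the reference gives. The median length was 3862 nt for enriched, 2195 nt for depleted and 3328 nt for all other transcripts. Among transcripts with at least 100 counts in every cytoplasm and RNA library, RS was 0.407. SG enrichment and log2 TE in unstressed cells with G3BPs had an RS of −0.022 across 11058 genes, and the median log2 TE was −0.42 for enriched, −0.40 for depleted and −0.36 for other transcripts. Genes are not independent replicates here.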

**Fig. 3:**
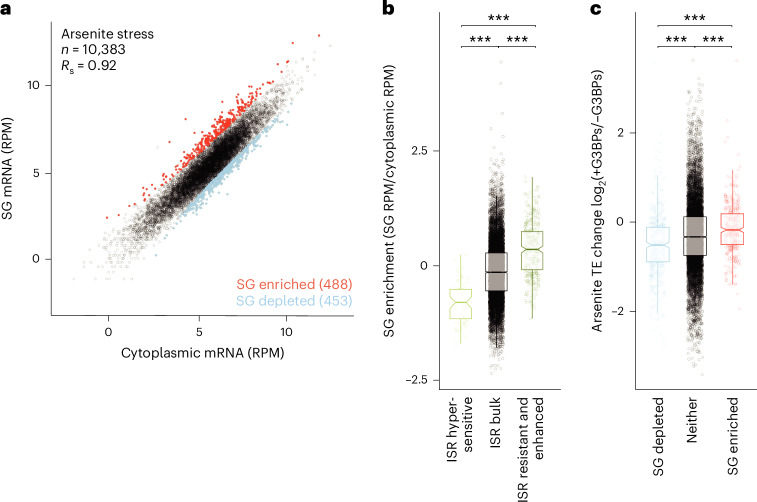
Translation of SG-enriched mRNAs is favoured by G3BPs. **a**, mRNAs enriched and depleted in SGs. Plotted for each mRNA is its abundance in the SG fraction as a function of its abundance in the cytoplasmic fraction. Abundance is reported in reads per million (RPM). Points for SG-enriched and SG-depleted mRNAs, as determined by DESeq2 (log_2_ FC >1, adjusted *P* value <0.05), are indicated in red and blue, respectively, with their numbers in parentheses. *n* indicates the total number of unique mRNAs. **b**, The relationship between SG enrichment and ISR translation. Plotted are the SG enrichments of mRNAs in each of three ISR translation categories: stress-enhanced/resistant, bulk behaviour and stress-hypersensitive (lines represent the median, notches represent the 95% confidence interval, boxes represent quartiles and whiskers represent 1.5× interquartile ranges (IQRs); ***P = 7 × 10^−26^, 9 × 10^−56^ and 6 × 10^−26^ (from left to right) Welch’s two-sample, two-tailed *t*-test; *n* = 10,383 unique mRNAs). **c**, The relationship between G3BP-dependent translation and SG enrichment. The plots indicate the log_2_ FC in TE owing to presence of G3BPs in stressed cells for mRNAs in each of three SG-enrichment categories: SG enriched, SG depleted and neither (***P = 2.6 × 10^−5^, 1.2 × 10^−15^ and 5.6 × 10^−15^ (from left to right); otherwise as in **b**). All stresses were 500 µM sodium arsenite for 1 h.

We next examined the relationship between ISR regulation and SG enrichment and found that mRNAs that retained or enhanced their translation during stress tended to be more enriched in SGs, whereas hypersensitive mRNAs tended to be depleted (Fig. 3b). Furthermore, analyses of SG enrichment in U2OS cells treated with sodium arsenite^18^, stress-dependent RNA-granule enrichment in NIH 3T3 cells treated with thapsigargin^59^ and stress-dependent G3BP proximity labelling in HEK293T cells treated with sodium arsenite^60^ yielded similar, albeit sometimes weaker, trends (Extended Data Fig. 5f–j). Together, these results supported a model in which mRNAs that are favoured by the ISR translation response preferentially localize to SGs and suggest that this model might be generalizable across multiple stresses and cell types.

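The log2 SG enrichment in the parental line was averaged as a median over each ISR category in each of the 2 replicates. For stress-enhanced and stress-resistant mRNAs together (1719 genes) minus the bulk (7436 genes), it was 0.32 and 0.36 in the replicates, a mean of 0.34 (SD 0.026). For hypersensitive mRNAs (1903 genes) minus the bulk it was −0.40 and −0.45, a mean of −0.43 (SD 0.041). The replicate medians were 0.45 and 0.62 for enhanced, 0.14 and 0.23 for resistant, −0.54 and −0.53 for hypersensitive and −0.15 and −0.074 for bulk mRNAs. No test was run on these 2 values, for which a permutation test cannot reach a p under 0.05. Taking categories from the heat-shock calls, an alternative added after the data were seen, moved the differences most, to 0.12 and −0.12.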

### SG-enriched mRNAs are favoured by G3BPs during stress

We next examined the relationship between G3BP regulation and SG enrichment in our HCT116 cells. 

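The G3BP effect on TE was summarized per lysate as the median log2 TE of a transcript category minus that of another, for 537 SG-enriched, 677 SG-depleted and 8827 other mRNAs. Under arsenite, enriched minus depleted was 1.47 ± 0.53 (SD, n = 4 lysates) with G3BPs and 1.14 ± 0.75 (SD, n = 4) in G3BP-depleted cells. The difference of 0.34 was smaller than these spreads (exact permutation test, two-sided, p = 0.514 where the smallest possible is 0.0286). Enriched minus other mRNAs differed by 0.15 (exact permutation test, p = 0.571) and depleted minus other by −0.18 (exact permutation test, p = 0.257). The adjusted p of each was 0.657 over the 9 tests of this kind, which include unstressed and heat-shocked cells. Between lysates of the same number, a comparison added after the data were seen, enriched minus depleted was higher with G3BPs by 0.59, 0.44, 0.065 and 0.25 in pairs 1 to 4 and depleted minus other changed by −0.21, −0.22, −0.10 and −0.20 (paired exact permutation tests, two-sided, p = 0.125 for each, the smallest that 4 pairs allow). Enriched minus other was higher in 3 of the 4 pairs, and without G3BP-depleted replicate 1, which leaves its pair incomplete, its unpaired difference was −0.013. In the edgeR fit, the median G3BP effect was 0.061 for SG-enriched, −0.24 for SG-depleted and −0.10 for other mRNAs. After heat shock, enriched minus depleted mRNAs differed by 0.21 (exact permutation test, p = 0.333, the smallest for 2 lysates against 2), and in unstressed cells by −0.14 (exact permutation test, p = 0.657). The mean pair difference under arsenite minus that in unstressed cells was 0.48 for enriched minus depleted, 0.23 for enriched minus other and −0.25 for depleted minus other (exact permutation tests over 4 pairs against 4, two-sided, p = 0.0571, 0.143 and 0.0286, adjusted p = 0.0857, 0.143 and 0.0857 over these 3 tests). From the TE of SG-enriched and SG-depleted mRNAs, the paper states that G3BPs tended to raise the former and tended to lower the latter during arsenite stress (Fig. 3c).

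**Figure D3:**
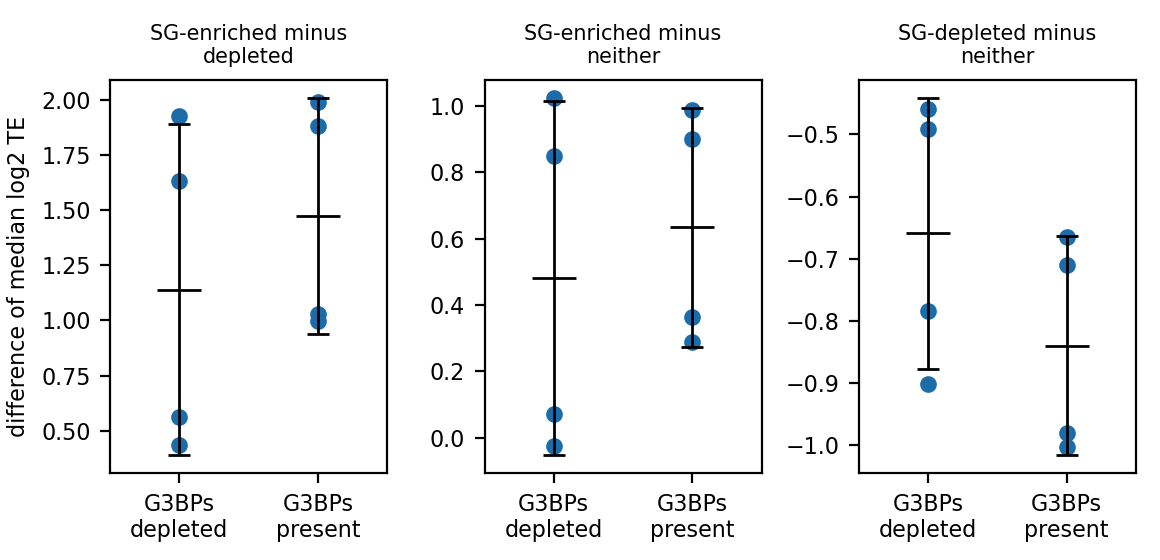
Median log2 TE of SG-enriched minus SG-depleted mRNAs in each arsenite lysate, with G3BPs present and depleted. Points are lysates, horizontal bars the mean and vertical bars the SD; the means are 1.47 and 1.14, and the lysates of both groups overlap.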

Surprisingly, the presence of G3BPs tended to enhance the TE of SG-enriched mRNAs during arsenite stress, whereas the presence of G3BPs tended to repress the TE of mRNAs depleted from SGs during arsenite stress (Fig. 3c). Moreover, repeating this analysis with SG enrichment data from arsenite-treated U2OS cells^18^, RNA-granule enrichment data from heat-shocked NIH 3T3 cells^59^ and G3BP proximity labelling data from arsenite-stressed HEK293T cells^60^ all yielded analogous results (Extended Data Fig. 4k–m). Thus, in a variety of stresses and cell types, the G3BPs appeared to favour the translation of SG-enriched mRNAs or disfavour the translation of SG-depleted mRNAs, suggesting a model in which those transcripts that are most strongly upregulated by the ISR translation programme localize to SGs, leading to further upregulation by G3BPs.

### SG-like OGs drive global reduction in translation without a full ISR

Our global analyses showed that G3BPs, while not required to establish the ISR translation programme, do reinforce it. To determine whether SG formation was indeed sufficient to drive these translation changes in the absence of exogenous stress, we set out to form ectopic SGs in the absence of exogenous stress. Overexpressing reported SG-nucleating proteins UBAP2L and G3BP1 (refs. ^61,62^) failed to induce authentic SGs in a majority of cells. UBAP2L-induced puncta lacked the canonical SG marker eIF4G, and, while puncta induced by G3BP1 overexpression did resemble authentic SGs, they formed in only ~20% of cells (Extended Data Fig. 6a–d).

To more robustly form ectopic SGs, we adapted a published CRY2 optogenetic system^63^. We replaced the N-terminal NTF2L dimerization domain of G3BP1 with the blue light-dependent cryptochrome 2 photolyase homology region oligomerization domain (CRY2), tagged with GFP (GFP::CRY2::G3BP_ΔN_) (Fig. 4a). Even in the absence of blue light, doxycycline-induced expression of this construct caused formation of ectopic puncta in ~20% of cells, similar to overexpressing GFP::G3BP1. However, exposing these cells to 488-nm blue light enhanced puncta formation, such that they were observed in ~80% of cells within 3 h. Consistent with previous findings^63^, our light-induced granules were also reversible (disassembling to basal levels within 2 h of blue light removal), positive for canonical SG markers eIF4G and CAPRIN1 and exhibited photobleaching dynamics resembling those of canonical SGs (Fig. 4a,b and Extended Data Fig. 6e–g). Together, these results showed that our OptoGranules (OGs) were dynamic, reversible, SG-like condensates formed in the absence of exogenous stress.

**Fig. 4:**
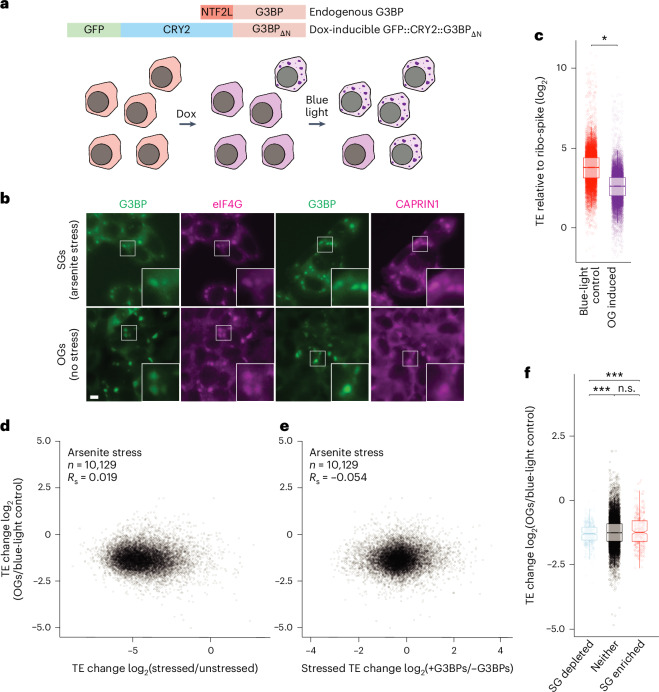
SG-like OGs can drive a global reduction in translation. **a**, A schematic representation of the OG system. HCT116 cells expressing endogenous G3BP containing an NTF2L dimerization domain were edited to also express doxycycline (dox)-inducible ectopic G3BP in which the NTF2L domain had been replaced with a fusion of GFP and the light-inducible CRY2 dimerization domain (GFP::CRY2::G3BP_ΔN_). After doxycycline induction, a minority of cells formed ectopic granules. After exposure to blue light (488 nm), most cells formed ectopic granules. **b**, SG marker localization to OGs. HCT116 cells expressing wild-type GFP::G3BP1 were either stressed with 500 µM sodium arsenite for 1 h (top) or treated with 1 µM doxycycline to induce expression of GFP::CRY2::G3BP_ΔN_ and exposed to blue light for 3 h (bottom). Fluorescent or immunostained proteins are as indicated (scale bars, 10 µm). White boxes highlight insets that are expanded on the right. *n* = 3 replicates with similar results. **c**, The comparison of TE in OG-induced cells to that in blue-light control cells. Plotted are the TE distributions in HCT116 cells in which GFP::CRY2::G3BP_ΔN_ was expressed and exposed to blue light to form OGs (right) and in control cells expressing only wild-type G3BP exposed to blue light, in which no OGs were formed (left) (lines represent medians, notches represent 95% confidence intervals, boxes represent quartiles and whiskers represent 1.5x IQRs; *n* = 10,129 unique mRNAs). Significance was determined using ribo-spike values as in Extended Data Fig. 1b (*P = 0.026 with Welch’s two-sample, two-tailed *t*-test). **d**, The comparison of OG and ISR translation programmes. Plotted is TE change caused by induction of OGs as a function of TE change caused by arsenite. *n* indicates the total number of unique mRNAs. **e**, A comparison of OG and G3BP-dependent translation programmes. Plotted is TE change caused by OGs as a function of TE change caused by the presence of G3BPs in arsenite-treated cells, otherwise as in **c**. **f**, A comparison of OG translation programme and SG enrichment. The plots indicate the log_2_ FC in TE caused by the induction of OGs for mRNAs in each of three SG enrichment categories: SG enriched, SG depleted and neither (lines represent medians, notches represent 95% confidence intervals, boxes represent quartiles and whiskers represent 1.5× IQRs; *n* = 10,129 unique mRNAs. ns, not significant; ***P = 6.9 × 10^−9^, 2.3 × 10^−5^ and 0.067 (left to right) Welch’s two-sample, two-tailed *t*-tests). Source data.

If SG-like condensation alone was sufficient to drive an ISR-like response, then we would predict that induction of OGs would yield the following results: first, cells with OGs would undergo a global reduction in translation. Second, these OG-induced translation changes would positively correlate with ISR-induced translation changes. Third, OG-induced translation changes would also positively correlate with G3BP-dependent translation during stress. Fourth, transcripts enriched in SGs would be resistant to any translation shutdown caused by the formation of these SG-like condensates.

To test these predictions, we induced OGs in HCT116 cells and used ribosome profiling with our ribo-spike to compare them with cells exposed to blue light but lacking GFP::CRY2::G3BP_ΔN_, and therefore lacking OGs. 

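RPFs were sequenced from 2 lysates of OG-induced HCT116 cells, which express a light-clustered GFP::CRY2::G3BP fusion after doxycycline and were exposed to blue light for 3 h, and from 2 lysates of blue-light control cells without the fusion. The OG RPF libraries held 2152653 and 4574617 counts with 1879 and 4665 ribo-spike RPFs, and the control libraries 1834759 and 6413400 counts with 742 and 4347. The counts were made by the authors as for the other profiling libraries. The OG and the control RNA libraries held identical counts for all 11886 genes listed in both replicates, 1209892 and 1327057 counts in all, and were counted as 1 set of libraries. These RNA libraries held 6 and 8 counts on eGFP, whereas eGFP had 22885 and 59969 RPFs in OG and 76 and 93 RPFs in control libraries. The OG effect on a gene was therefore taken from the RPF libraries alone in edgeR, OGs over control, a change to the planned interaction with RNA that was made after the data were seen. The filter kept 11080 genes. G3BP1 (NM_005754, chromosome 5 of GRCh38 from 151771954 to 151812785), whose sequence the fusion contains, had 12078 to 31543 RPFs in OG and 1204 to 3966 in control libraries, a log2 change of 3.22 (standard error 0.35, n = 2 lysates against 2, adjusted p = 0.187 from edgeR).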

We observed a modest global TE reduction in OG-induced cells when compared to blue-light controls (Fig. 4c). This modest reduction (1.6 fold) agreed with our earlier result that G3BPs were responsible for a small fraction of the ISR translation shutdown (1.4 fold for arsenite stress) (Extended Data Fig. 2a) and was consistent with the first of our four predictions. However, analyses of the TE results failed to confirm any of the remaining three predictions. 

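Global TE was 3.58 ± 0.33 (SD, n = 2 lysates) with OGs and 4.44 ± 0.018 (SD, n = 2) in blue-light controls, on the log2 scale. The difference of −0.86, 1.81-fold, comes from the RPF and ribo-spike counts, since the RNA libraries of both groups were identical. Both OG lysates lay below both control lysates (exact permutation test, two-sided, p = 0.333, the smallest that 2 lysates against 2 allow, adjusted p = 0.467 over 7 comparisons). Leaving out each lysate in turn gave −1.10 to −0.62. With the mitochondrially encoded mRNAs in place of the ribo-spike the difference was 0.59 (exact permutation test, p = 1), the opposite sign. That reference was far apart between the controls, at 6936 of 6413400 RPF counts in replicate 1 and 35271 of 1834759 in replicate 2. The reversed sign therefore says little about OGs.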

OG translation changes did not correlate with either the ISR translation programme or G3BP-dependent translation changes in stressed cells (*R*_S_ values of 0.019 and –0.054, respectively; Fig. 4d,e), and mRNAs that were enriched in SGs did not perform any better than those that were neither enriched nor depleted (Fig. 4f). 

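The OG effect, from RPFs alone, had an RS of 0.064 with the arsenite programme across 10601 genes and of 0.064 with the G3BP effect under arsenite across 9905 genes. No gene was called among the 11080 tested (0, with 1426 at an unadjusted p under 0.05). DESeq2 called 173 genes, 78 higher and 95 lower, and edgeR with the lysate number as a block called 1153, 568 higher and 585 lower. For 560 SG-enriched minus 711 SG-depleted mRNAs, the per-lysate medians differed by 0.26 between OG-induced and control cells (exact permutation test, two-sided, p = 0.667). Enriched minus the 9668 other mRNAs differed by 0.17 (exact permutation test, p = 0.667), and depleted minus other by −0.088 (exact permutation test, p = 1). No permutation p under 0.333 is possible with 2 lysates against 2. Without blue-light control replicate 1, enriched minus depleted and depleted minus other took the opposite sign, at −0.044 and 0.051. The adjusted p was 0.8, 0.8 and 1 over the 6 tests by granule category. In the fit, the median OG effect was 0.14 for SG-enriched, −0.18 for SG-depleted and −0.0060 for other mRNAs. The 9 chaperone mRNAs had a median of 0.88 relative to all genes, the 75 ribosomal protein mRNAs −0.39 and the 13 mitochondrially encoded mRNAs −1.24, with 0 called in each list. From the lack of correlation and the lack of an advantage for SG-enriched mRNAs, the paper concludes that OGs did not meet its remaining predictions (Fig. 4d–f).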

Considered together, these results argued that condensation of the SG-like OGs, while sufficient to drive a modest reduction in global translation, was not sufficient to specify the ISR translation programme.

### OGs require cellular stress to recruit an SG transcriptome

One caveat of our previous analysis was the assumption that spontaneously formed OGs contained the same transcriptome as SGs and could therefore regulate those transcripts in the same manner. This assumption aligned with evidence that G3BP was the central scaffold of the SGs complex protein–RNA interaction network and was further supported by the observation that OGs were positive for many canonical SG markers^12–14,63^ (Extended Data Fig. 6e). Interestingly, this assumption was also consistent with the observation that the established determinants of the SG transcriptome (transcript length and TE before stress) are parameters that are independent of stress^18^. However, the SG transcriptome is also thought to be largely determined by the transcriptome RNA-binding landscape (the landscape created by proteins bound to the transcriptome)^10,12,64,65^. Stress can dramatically remodel this RNA-binding landscape, shifting the RNA content of other biological condensates, such as P bodies and P granules^66,67^. Thus, SGs formed in the presence of stress and OGs formed in the absence of stress might recruit different sets of mRNAs, despite their general compositional, morphological and biophysical similarities.

To test this hypothesis, we purified OGs formed in the presence of stress. To do this, we integrated the doxycycline-inducible GFP::CRY2::G3BP_ΔN_ construct into cells expressing endogenously edited AID::RFP::G3BPs and doxycycline-inducible OsTIR1, the E3 ligase responsible for the turnover of the AID. Upon treatment with doxycycline and IAA, these cells degraded their endogenous G3BPs and replaced them with GFP::CRY2::G3BP_ΔN_, rendering them incapable of forming SGs in the absence of blue light, even when stressed. However, when these cells were stressed and exposed to blue light, they readily formed granules (Fig. 5a,b). We refer to these OGs formed in the presence of stress as StressOptoGranules (SOGs).

**Fig. 5:**
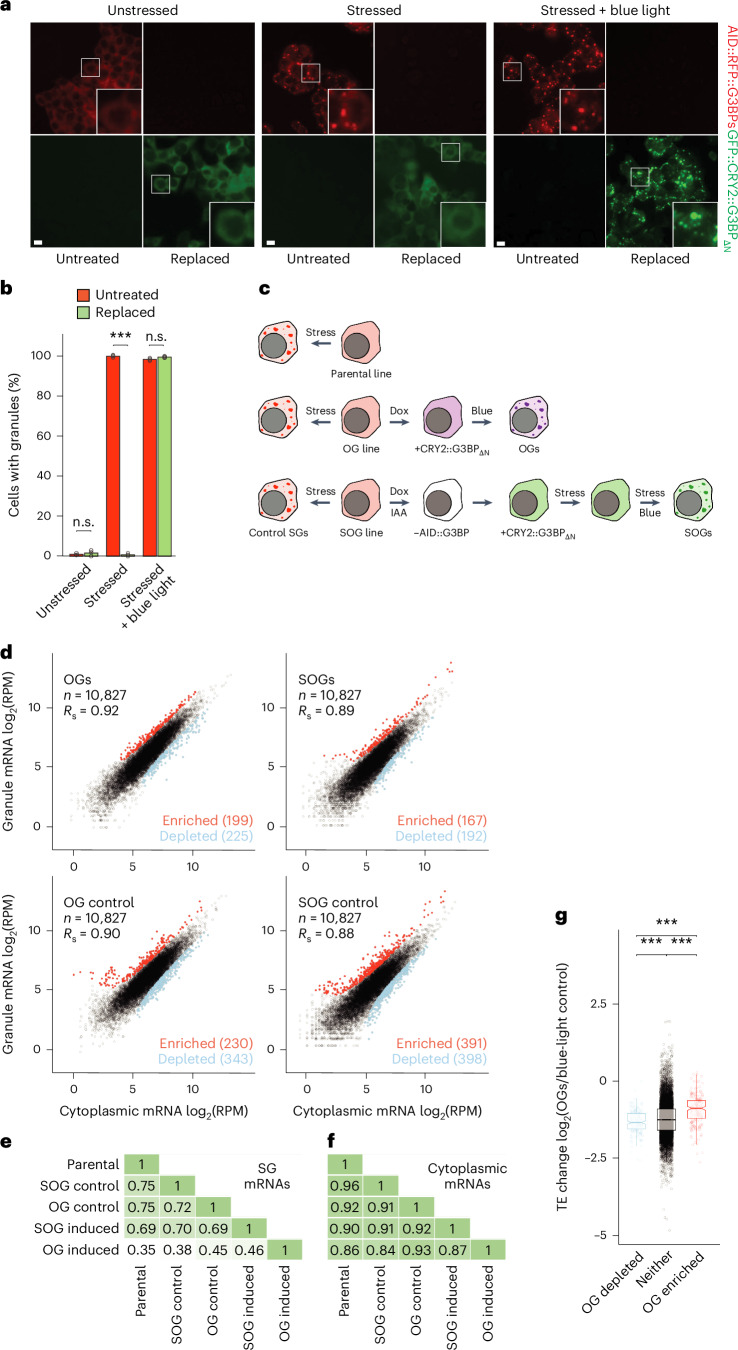
OGs require stress to recruit the SG transcriptome. **a**, The replacement of G3BP with GFP::CRY2::G3BP_ΔN_ to induce SOGs. HCT116 cells expressing endogenously tagged AID::RFP::G3BPs were either untreated or treated with 1 µM doxycycline (dox) and 500 µM IAA for 18 h, leading to turnover of endogenous G3BP (red) and expression of GFP::CRY2::G3BP_ΔN_ (green) (left). Cells were treated as on the left, but were subsequently stressed with 500 µM sodium arsenite for 1 h in the absence of blue light (middle). Cells were treated as in the middle, but were also exposed to blue light, beginning 30 min after the start of the arsenite treatment (right) (scale bars, 10 µm). White boxes highlight insets that are expanded on the right. **b**, The quantification of granule formation in **a**. Error bars represent the s.d. for three biological replicates (n.s., *P* = 0.48; ***P = 5.9 x 10^−9^; and n.s., *P* = 0.071 (left to right) Welch’s two-sample, two-tailed *t*-test). **c**, A schematic representation of the granule purification experiment. Three cell lines were used: the parental HCT116 line expressing endogenous G3BPs; an OG HCT116 line expressing endogenous G3BPs and doxycycline-inducible GFP::CRY2::G3BP_ΔN_; and an SOG line expressing endogenous G3BP fused to AID and RFP (RFP::AID::G3BP), doxycycline-inducible OsTIR1 and doxycycline-inducible GFP::CRY2::G3BP_ΔN_. Control SGs were purified from each cell line by treating them with 500 µM sodium arsenite for 1 h. In addition, OGs were purified from the OG line treated with doxycycline for 18 h, followed by 3 h of blue light, and SOGs were purified from the SOG line treated with both doxycycline and IAA for 18 h, followed by exposure to arsenite stress for 30 min in the absence of blue light and then an additional 30 min of stress in the presence of blue light. **d**, mRNAs enriched and depleted in the indicated types of granules, otherwise as in Fig. 3a. **e**, Comparisons of granule enrichments. The heat map depicts the pairwise correlations (*R*_S_ values) observed between the enrichments of granules from Figs. 3a and 5d. **f**, Comparisons of cytoplasmic transcriptomes of cells used to determine granule enrichments in **e**. **g**, A comparison of OG-dependent translation and OG enrichment. Plotted are distributions of TE changes caused by the induction of OGs for mRNAs in each of three OG enrichment categories, ***P = 9.5 × 10^−9^, 1.5 × 10^−17^ and 9.5 x 10^−11^ (left to right), otherwise as in Fig. 4f. Source data.

We then purified and sequenced the transcripts associated with both OGs and SOGs. We compared transcripts across OGs, SOGs and control SGs from each cell line, including our original SG enrichment data acquired from the parental line (Fig. 5c,d). 

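Granule and cytoplasm RNA was sequenced in 2 replicates from each of 4 further preparations. Control SGs came from arsenite-treated cells of the OG line and of the SOG line, OGs from blue-light-treated cells of the OG line, and SOGs from cells of the SOG line, which were given IAA, arsenite and blue light. The sample labels also name doxycycline for the control SGs of the OG line and do not name IAA for SOGs, and the treatments are given here as the paper states them. For the OG line, control SG libraries held 1130180 and 1724109 granule and 1231482 and 1421720 cytoplasm counts, and OG libraries 1243423 and 1390114 granule and 1464625 and 1816663 cytoplasm counts. For the SOG line, control SG libraries held 546799 and 705965 granule and 1307213 and 1327061 cytoplasm counts, and SOG libraries 588078 and 1076577 granule and 932266 and 1285268 cytoplasm counts. The authors' counts were raw read counts per transcript, and enrichment was fitted as for the parental SGs. The filter kept 10929 transcripts for OG-line SGs, 9897 for SOG-line SGs, 10732 for OGs and 10297 for SOGs. Between replicates 1 and 2, RS of the enrichment across transcripts was 0.740 for parental SGs, 0.687 for OG-line SGs, 0.681 for SOG-line SGs, 0.645 for OGs and 0.603 for SOGs. Called transcripts numbered 537 enriched and 713 depleted in OG-line SGs, 733 and 721 in SOG-line SGs, and 495 and 561 in OGs. For SOGs, 0 were called and 2063 had an unadjusted p under 0.05, and with the lysate as a block 511 were called as enriched and 754 as depleted. In OG-line SGs the largest enrichments with separated replicates were in the small nucleolar RNAs SNORA51 (NR_002981, chromosome 20 of GRCh38 from 2655067 to 2655198), at least 20-fold higher, SNORA3B (NR_002977, chromosome 11, 8685439 to 8685569), at least 25.7-fold higher, and SNORA66 (NR_002444, chromosome 1, 92840719 to 92840851), at 5.08 (standard error 0.56, adjusted p = 1.54e-05). The strongest depletions there were in RPPH1 (NR_002312, chromosome 14, 20343071 to 20343411), at −2.72 (standard error 0.21, adjusted p = 1.72e-06), YBX1 (NM_004559, chromosome 1, 42682418 to 42703805), at −2.70 (standard error 0.29, adjusted p = 1.27e-05), and BBIP1 (NM_001195306, chromosome 10, 110898730 to 110919366), at −2.61 (standard error 0.34, adjusted p = 7.56e-05). In SOG-line SGs, SNORD104 (NR_004380, chromosome 17, 64146078 to 64146157), RNU12 (NR_029422, chromosome 22, 42615244 to 42615393) and RMRP (NR_003051, chromosome 9, 35657750 to 35658019) were enriched by 3.15, 3.11 and 3.10, with adjusted p of 2.80e-04, 1.10e-05 and 4.83e-06 from edgeR. POPDC3 (NR_024539, chromosome 6, 105157900 to 105180014) was at least 6.91-fold lower, DERA (NM_015954, chromosome 12, 15911332 to 16037381) at least 8.24-fold lower, and TMEM230 (NM_001009925, chromosome 20, 5059116 to 5113076) had −3.08 (standard error 0.53, adjusted p = 0.00203). In OGs, PLBD2 (NM_173542, chromosome 12, 113358587 to 113391629), IGSF8 (NM_001206665, chromosome 1, 160091339 to 160099468) and B3GNT3 (NM_014256, chromosome 19, 17794791 to 17813576) were enriched by 2.43, 2.24 and 2.23, with adjusted p of 1.54e-05, 1.29e-04 and 3.96e-04. RNY5, RN7SK and RPPH1 were depleted from OGs by −4.33, −3.69 and −3.15.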

Control SGs correlated strongly with each other (*R*_S_ values of 0.72–0.75). 

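Control SGs of the parental and the OG line had an RS of 0.761 across 10849 transcripts, those of the parental and the SOG line 0.779 across 9883, and those of the OG and the SOG line 0.792 across 9767. Of 10 pairs of granule types compared, the spread between single replicates was 0.013 to 0.089. With at least 100 counts in every cytoplasm library these 3 values were 0.819, 0.835 and 0.901, the settings that moved them most. These are correlations across transcripts, which are not independent replicates. Of the transcripts tested in both, 350 were enriched in parental and in OG-line SGs, where 33.2 are expected from the separate numbers, 351 were depleted in both and 2 were called in opposite directions. For parental and SOG-line SGs the numbers were 388 (44.1 expected), 385 and 4, and for OG-line and SOG-line SGs 311 (33.9 expected), 385 and 0.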

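OG enrichment had an RS of 0.366 with parental SGs across 10649 transcripts, of 0.504 with OG-line SGs across 10485 and of 0.428 with SOG-line SGs across 9630. Between single replicates these ranged from 0.247 to 0.369, from 0.382 to 0.463 and from 0.300 to 0.420, all below the RS of 0.645 between the replicates of OGs. Shared enriched transcripts numbered 94 with parental SGs (27.1 expected), 99 with OG-line SGs (21.5 expected) and 105 with SOG-line SGs (31.8 expected). The 74 ribosomal protein mRNAs tested had a median enrichment of −1.39 in OGs, with 65 called as depleted, against −0.89 with 30 of 74 depleted in OG-line SGs and −0.58 with 17 depleted and 1 enriched in SOG-line SGs.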

OGs formed in the absence of stress, correlated substantially less with control SGs (*R*_S_ values of 0.35–0.45), indicating a distinct transcriptome (Fig. 5e and Extended Data Fig. 7a). 

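SOG enrichment had an RS of 0.715 with parental SGs across 10265 transcripts, of 0.764 with OG-line SGs across 10129 and of 0.770 with SOG-line SGs across 9625, and of 0.507 with OGs across 9983. Between single replicates, the ranges were 0.588 to 0.653, 0.622 to 0.652, 0.611 to 0.666 and 0.316 to 0.516, so that the 3 values with control SGs lay above those with OGs in every pairing of replicates. From these correlations the paper reasons that stress, and not a bias of OG formation, accounts for the difference between SG and OG transcriptomes (Fig. 5e).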

Interestingly, we found that transcripts enriched in SOGs strongly resembled those enriched in SG controls (*R*_S_ values of 0.69–0.70), indicating that the difference between SG and OG transcriptomes was because of a lack of cellular stress, as opposed to some intrinsic bias of OG formation (Fig. 5e and Extended Data Fig. 7a). These differences in granule composition did not appear to be driven by differences in gene expression, as the cytoplasmic mRNA levels correlated quite well between these groups (*R*_S_ values of 0.84–0.96) (Fig. 5f and Extended Data Fig. 7b). 

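Across transcripts, the mean log2 CPM of the cytoplasm libraries had an RS between 0.862, for the SOG-line control and OG cells, and 0.965, for the parental and SOG-line controls, over the 10 pairs. Between single replicates the values spread by 0.0067 to 0.041. OG cells and the OG-line control had an RS of 0.943 across 11946 transcripts, and SOG cells and the SOG-line control 0.919 across 11051.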

Taken together, our results indicated that establishing the SG transcriptome requires not only the interaction network established by G3BPs but also the RNA-binding landscape established during cellular stress.

These OG enrichment data also allowed us to confirm that the transcripts enriched in OGs did indeed better retain their translation (Fig. 5g). 

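For 471 OG-enriched and 552 OG-depleted mRNAs and 9383 other mRNAs, per-lysate medians of the OG effect were compared between OG-induced and control cells. Enriched minus depleted differed by 0.35 (exact permutation test, two-sided, p = 0.333, the smallest for 2 lysates against 2), enriched minus other by 0.10 (exact permutation test, p = 0.667) and depleted minus other by −0.25 (exact permutation test, p = 0.333). The adjusted p of each was 0.8 over 6 tests. Summed counts in place of the median gene, an alternative added after the data were seen, moved enriched minus depleted most, to 0.51. In the fit, the median OG effect was 0.17 for OG-enriched, −0.25 for OG-depleted and 0.0036 for other mRNAs. As the RNA libraries of the groups were identical, these are changes in RPFs, and 65 of the transcripts depleted from OGs encode ribosomal proteins.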

Taken together, our OG ribosome profiling and purification results support a model in which SGs are sufficient to drive a modest decrease in global translation while prioritizing the translation of their enriched mRNAs. However, SGs required stress to induce an ISR-like translation programme, presumably because the sorting of SG mRNAs is dictated by the cellular RNA-binding landscape, which is drastically remodelled upon activation of the ISR.

### Tethering to SGs imparts resistance to ISR translation shutdown

Our findings suggested that localization to an SG grants an mRNA prioritized translation during the ISR. To test this model, we examined whether tethering a reporter to SGs influenced its translation. The reporter-encoded nanoluciferase (nLuc) fused to the *Escherichia coli* dihydrofolate reductase (ecDHFR) destabilizing domain, which causes rapid turnover of its protein fusions, ensuring reporting on recently translated nLuc^68^. The 3′-UTR of the reporter mRNA included an array of 24 bacteriophage MS2 hairpins, which bind MS2 coat protein (MCP), thereby providing a means to tether the reporter to the SG^30,69^ (Fig. 6a).

**Fig. 6:**
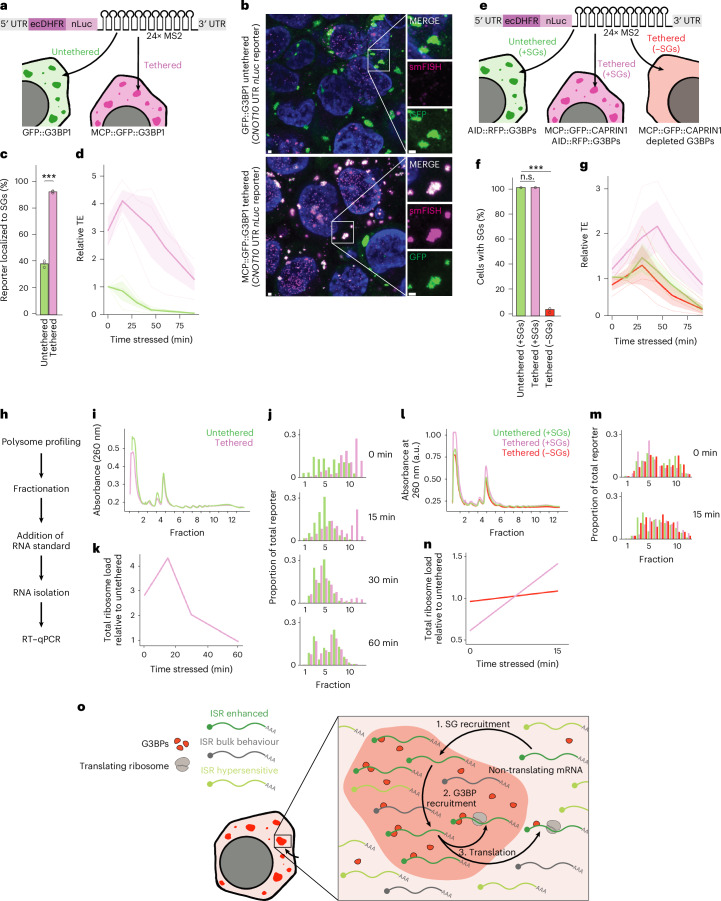
Tethering to SGs imparts resistance to ISR translation shutdown. **a**, A schematic representation of G3BP1 tethering. **b**, Tethering a luciferase reporter to SGs via G3BP1. HCT116 cells expressing a NanoLuc reporter bearing 5′ and 3′ UTRs from *CNOT10* and endogenous G3BP1, tagged with either GFP or MCP::GFP, were stressed with 500 µM sodium arsenite for 90 min. The images show G3BP1 (green) and smFISH of NanoLuc reporter molecules (magenta) (scale bars, 1 µm). White boxes highlight insets on the right. *n* = 3 replicates with similar results. **c**, The G3BP1 tethering efficiency. The percentage of SG-localized reporter molecules in either untethered cells (green) or tethered cells (pink) are shown. The points show values for biological replicates (***P = 3.6 × 10^−6^ Welch’s two-sample, two-tailed *t*-test; *n* = 3 biological replicates). **d**, G3BP1-tethered ISR translation. Plotted is the TE of the reporter in untethered cells (green) or tethered cells (pink) during a time course of arsenite stress (500 µM sodium arsenite). The bold line shows average values from at least three biological replicates (shown as thin lines). Light-coloured ribbons report the s.e.m. TE is reported relative to that of untethered, unstressed cells from the matched biological replicate. **e**, A schematic representation of CAPRIN1 tethering. **f**, The quantification of SG formation in cells treated as depicted in **e**. Error bars represent the s.d. for three biological replicates (n.s., *P* = 1; ***P = 5.9 × 10^−8^ Welch’s two-sample, two-tailed *t*-test). **g**, CAPRIN1-tethered ISR translation. Plotted is the relative TE of the reporter in untethered cells (green), tethered cells with SGs (+SGs; pink), and tethered cells without SGs (–SGs; red), otherwise as in **d**. **h**, A schematic representation of the polysome profiling experiment. We performed polysome fractionation on cells treated with 500 µM sodium arsenite, added an in vitro transcribed RNA standard to each fraction, isolated the total RNA and performed RT–qPCR to measure the abundance of the reporter relative to the standard. **i**, The polysome profile analysis of MCP::GFP::G3BP1-expressing cells. Plotted are the polysome traces produced by the workflow depicted in **h**. The *x* axis shows 12 equal-volume fractions that were taken with boundary points between fractions marked as ticks. **j**, Reporter distributions across G3BP1-tethered polysome profile fractions. Plotted are the proportions of total reporter mRNA in each polysome fraction as measured in **h** and **i** by RT–qPCR, otherwise as in **i**. **k**, The relative ribosome loading of the G3BP1-tethered reporter. Plotted is the total ribosome load as determine by polysome profiling of the G3BP1-tethered reporter relative to its untethered counterpart. **l**, The polysome profile analysis of MCP::GFP::CAPRIN1-expressing cells. Plotted are the polysome traces for untethered cells expressing endogenous G3BPs (green), tethered cells expressing MCP::GFP::CAPRIN1 along with endogenous G3BPs (pink) and tethered cells expressing MCP::GFP::CAPRIN1 with endogenous G3BPs depleted (red), otherwise as in **i**. **m**, Reporter distributions across CAPRIN1-tethered polysome profile fractions. Plotted are the proportions of total reporter mRNA in each polysome fraction of conditions shown in **l**. Plots are shown for stress timepoints of 0 and 15 min, otherwise as in **j**. **n**, The relative ribosome loading of the CAPRIN1-tethered reporter. Plotted is the total ribosome load as determine by polysome profiling of the CAPRIN1-tethered reporter in the presence of G3BPs (pink) and in their absence (red) relative to their untethered counterpart (green), before and during arsenite stress, otherwise as in **k**. **o**, A plausible model of SG translation control: (1) ISR-enhanced transcripts are preferentially recruited to SGs between cycles of translation, when they lack ribosomes; (2) as a consequence of being recruited to SGs, these transcripts are licensed for translation, possibly through the recruitment of G3BPs; and (3) after this licensing, this model is agnostic to whether the transcript diffuses out to the cytosol or remains inside the SG to be translated. Once these transcripts complete their translation, they would be available to, once again, be preferentially recruited to (or retained in) the granule. Source data.

G3BPs strongly partition into SGs^16,62,70^; almost half of our endogenous G3BP1 fusion protein (45.9%) localized to SGs after 90 min of arsenite stress (Extended Data Fig. 8a,b). Considering this high partitioning coefficient, we chose an MCP fusion to endogenous G3BP1 as our SG-tethering protein. Our reporter was stably integrated into HCT116 cells in which all endogenous G3BP1 alleles were tagged with either GFP (GFP::G3BP1) or MCP and GFP (MCP::GFP::G3BP1) (Fig. 6a). We also explored the λN–BoxB aptamer system^71,72^, but found that it perturbed G3BP localization and SGs (Extended Data Fig. 8c).

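CNOT10 (NM_015442, chromosome 3 of GRCh38 from 32685188 to 32773875) had a log2 SG enrichment in the parental line of −0.88 (standard error 0.20, n = 2 libraries against 2, adjusted p = 0.00612 from edgeR). In OG-line and SOG-line SGs it had −1.21 and −1.07, with adjusted p of 5.50e-04 and 0.0343. With at most 2 RPFs in every arsenite library with G3BPs, its TE was called as lower under arsenite, by at least 3.29-fold. Its G3BP effect under arsenite was fitted as −2.76 (standard error 0.97, n = 4 lysates against 4, adjusted p = 0.635 from edgeR), from 0 to 2 RPFs with G3BPs and 1 to 5 without, counts at which no difference was detectable.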

To assess the effects of SG tethering on an mRNA not normally recruited to SGs, we created a reporter using the 5′ and 3′ UTR of *CNOT10*, an mRNA that was not enriched in SGs in either our data or published datasets^18^, and was translationally repressed both by the ISR and by G3BPs during stress (Supplementary Table 1). Single-molecule fluorescence in situ hybridization (smFISH) with probes targeting the *nLuc* sequence indicated that the reporter was recruited to SGs at a basal level of 38% in cells expressing only GFP::G3BP (Fig. 6b,c). In cells expressing MCP::GFP::G3BP, the reporter was more robustly recruited to SGs (92%) (Fig. 6b,c), a higher fraction than that observed for 99% of endogenous mRNAs^18^.

Next, we measured how the translation of this reporter responded to arsenite stress. Cells were treated with 500 µM sodium arsenite for timepoints ranging from 0 to 90 min, and protein production was monitored by measuring the luciferase signal. Reporter mRNA levels were then monitored by reverse transcription–quantitative PCR (RT–qPCR) to calculate a TE for each timepoint. For the untethered reporter, we observed a 95% reduction in reporter TE over the 90 min period of stress (Fig. 6d). This aligned with the 20-fold average decrease in TE observed by ribosome profiling, indicating that our assay accurately reported on stress-induced translation changes.

We then examined what happens to the translation of this reporter when tethered to MCP::GFP::G3BP1. Strikingly, even when tethered to G3BP1 in unstressed cells, our reporter was more efficiently translated, with an average threefold higher TE. This observation was consistent with previous reports that G3BPs can act as translational regulators, even outside the context of stress^16,21–23,73,74^ (Fig. 6d). When stressed, we saw that our G3BP1 tethering continued to enhance the translation of our reporter. Interestingly, this translation enhancement peaked early in stress, as translation both in tethered and untethered cells diminished at later timepoints. However, even at our latest timepoints, our tethered reporter was translated significantly better than its untethered counterpart (Fig. 6d).

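DDIT4L (NM_145244, chromosome 4 of GRCh38 from 100185870 to 100190468) had a log2 TE change under arsenite of 3.84 relative to the bulk (standard error 0.64, n = 4 lysates against 4, adjusted p = 1.41e-04 from edgeR) and of 0.55 relative to the ribo-spike. Its G3BP effect under arsenite was 0.67 (standard error 0.64, adjusted p = 0.907), and leaving out G3BP-depleted replicate 3 changed the sign, to −0.067. RB1 (NM_000321, chromosome 13, 48303751 to 48481890) had an arsenite change of −1.75 (standard error 0.46, adjusted p = 0.00594), or −5.04 relative to the ribo-spike. Across fits that each left out a lysate the change of RB1 lay between −1.95 and −1.37, with an adjusted p of at most 0.138. The G3BP effect on RB1 was −0.92 (standard error 0.66, adjusted p = 0.834). In parental SGs, RB1 was depleted by −1.26 (adjusted p = 0.00102) and DDIT4L had −0.96 (adjusted p = 0.174, from 9 counts in each granule library).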

To test whether these effects on translation were specific to this reporter, we created two additional reporters using 5′ and 3′ UTRs from the genes *DDIT4L* and *RB1*, which represented a range of endogenous translational responses to stress and to G3BPs (Supplementary Table 1). The results for both of these reporters resembled those observed for *CNOT10*, with the tethered reporter showing enhanced SG recruitment and translation across all stressed timepoints, peaking early in stress and then decreasing at later timepoints (Extended Data Fig. 8e–g).

We next wanted to determine whether, as in our ribosome profiling experiment, changes to mRNA levels contributed to these changes in TE. Examining protein and RNA separately, we saw that, although the rate of luciferase production was modestly higher for some tethered reporters, as evidenced by the slower rate of luciferase disappearance upon stress (Extended Data Fig. 8h,i), the untethered reporter mRNA levels consistently increased across all reporter constructs during the stress treatment, by an average of 5.2 fold, whereas G3BP1-tethered mRNA levels remained steady or slightly decreased, with an average change of 0.9 fold (Extended Data Fig. 8j,k). This pattern was consistent with a model in which translation destabilizes the reporter mRNA, the stress-dependent translation shutdown stabilizes it and recruitment to SGs, in rescuing translation, destabilizes the reporter yet again^49,50,53,54^.

To test this model, we treated cells expressing our untethered *CNOT10* reporter with two different translation inhibitors—cycloheximide and puromycin (puro)—and monitored protein and mRNA levels. As expected, both drugs inhibited translation by 98% over a 4 h time course (Extended Data Fig. 8l,m). Both drugs also caused dramatic stabilization of reporter mRNA (cycloheximide by tenfold and puro by 22 fold; Extended Data Fig. 8n). These results indicated that our reporters are subject to translation-dependent destabilization, and are consistent with a model in which the translation shutdown during stress contributes to the stabilization of our reporters.

To further distinguish between SG and G3BP function, we examined whether the effect of tethering was specific to G3BPs. To do this, we tethered our *CNOT10* reporter to SGs using another SG protein, CAPRIN1. CAPRIN1-mediated recruitment to SGs was robust, resembling that observed with G3BP1 tethering (Extended Data Fig. 9a,b). To measure the translation effects of this alternative tethering strategy, we integrated both the reporter and doxycycline-inducible, MCP-tagged CAPRIN1 into our AID::G3BP cell line. With this combination, we could assess the effects of tethering the reporter to SGs via CAPRIN1 and also deplete G3BPs to control for any effects that did not require formation of SGs (Fig. 6e).

We first expressed the reporter in untreated cells without the induction of any MCP-tagged protein (Fig. 6f and Extended Data Fig. 9c). In this condition, our reporter underwent a ~75% reduction in TE, similar to our previous experiments (Fig. 6g). We then induced MCP-tagged CAPRIN1 (MCP::GFP::CAPRIN1) without depleting the AID-tagged G3BPs by treating cells with both 1 µg ml^−1^ doxycycline and 200 µM auxinole, a small-molecule inhibitor of OsTIR1 activity (Fig. 6f and Extended Data Fig. 9c). Under these conditions, the CAPRIN1-tethered reporter was more efficiently translated following arsenite treatment, indicating that tethering effects do not require tethering via G3BP (Fig. 6g). However, these benefits to translation were abolished when cells expressing MCP::GFP::CAPRIN1 were depleted of G3BPs by treating cells with both 1 µg ml^−1^ doxycycline and 500 µM IAA (Fig. 6f,g and Extended Data Fig. 9c), indicating that this effect of tethering required the presence of G3BPs and perhaps SGs.

As with our G3BP1-tethering experiments, we then replicated these CAPRIN1-tethering experiments using both the *DDIT4L* and *RB1* reporters. We observed results similar to those obtained with *CNOT10* at the TE, protein and RNA levels, consistent with the idea that the reporter was better translated only when recruited to SGs, and thus underwent translation-dependent destabilization (Extended Data Fig. 9d–i). Interestingly, the average effect size observed with CAPRIN1 tethering was smaller than that observed with G3BP1 tethering and, unlike our G3BP1-tethered reporters, CAPRIN1-tethered reporters showed only modestly improved translation in unstressed cells (Extended Data Fig. 9d,e). This difference may suggest that, while heavily G3BP-bound mRNAs are subject to enhanced translation, even in unstressed conditions, other mRNAs only benefit once they are recruited to the SG and brought into proximity with G3BPs.

To further measure the effect of SG association on translation by an orthogonal method less likely to be affected by mRNA stability or the kinetics of luciferase production and degradation, we monitored the ribosome association of our *CNOT10* reporter using polysome profiling RT–qPCR (Fig. 6h). As expected, untethered reporter mRNA shifted gradually from heavy polysomes to lighter polysomes, and finally to monosomes and free RNA fractions over a 60 min arsenite treatment time course. However, G3BP-tethered reporter mRNA was associated with heavier polysome fractions compared with its untethered counterpart, even in unstressed cells, where SGs were not formed. In addition, this preferential association peaked early in stress and diminished by the 60-min timepoint, when SGs were still fully formed but translation had largely shut down (Fig. 6j,k). Both the preferential polysome association of our G3BP-tethered reporter in the absence of SGs, and the collapse in this preference at later timepoints suggested that this shift was not due to the inclusion of the reporter in heavy-sedimenting granules, but due to more efficient loading into actual ribosomes. These results indicated that tethering to G3BP enhanced reporter translation in both unstressed and stressed conditions, and were consistent with the results of our luciferase assays.

To further evaluate the results of our luciferase assays, we performed polysome profiling of the *CNOT10* reporter in CAPRIN1-tethered cells under unstressed and early stress (15 min) conditions. Consistent with results of our luciferase assay, CAPRIN1 tethering enhanced ribosome association only during stress and in a G3BP-dependent manner (Fig. 6l–n). The G3BP dependence of this polysome shift further supported the idea that it was not caused simply by CAPRIN1 protein sedimenting farther into the gradient. Collectively, the results of these tethering experiments indicated that tethering the 3′ UTR of an mRNA to either G3BP1 or CAPRIN1 increased recruitment to SGs and imparted preferential translation during the ISR—consistent with a model in which localization to SGs grants an mRNA prioritized translation during stress.

## Discussion

SGs were once thought to be required for the global repression of translation observed during the ISR^1,11,20,24,25^. Later studies hypothesized that SGs might have no function at all and are incidental by-products of increased RNA availability owing to translation repression^32,33^. Here, we propose a model in which SGs are neither required for the ISR nor functionless condensates, but instead measurably enhance and reinforce the ISR translation programme, thereby leading to a widespread and statistically significant, albeit relatively modest, impact on global translation.

This widespread yet subtle reinforcement of the ISR is consistent with several observations of SG biology. SGs recruit a wide array of mRNAs and proteins and yet contain only ~10% of cytoplasmic mRNAs and protein molecules^10,17,18,59^. This implies that they would be more likely to subtly tune widespread gene expression than to have dramatic impacts. Indeed, both our ribosome profiling and reporter experiments demonstrate that, in addition to translational effects, SGs modestly regulate mRNA levels. Whether this additional example of SGs imparting subtle, global tuning effects on gene expression was indirectly caused by translation-dependent destabilization of mRNAs or illustrates an independent function of SGs will be an interesting question for further investigation.

Consistent with the idea that SGs impart global tuning effects, a recent study investigating the impact of SGs during viral infection reports that SGs play a role in tuning the innate immune response to viral infection^57^. However, instead of amplifying the ISR translation response, here SGs are reported to dampen the ISR transcriptional response^57^. This difference in results might be explained by differences in the nature of the stressors or composition of the SGs^19,37^. Compared with SGs formed by arsenite, heat shock or endoplasmic reticulum stress, the granules formed in response to viral infection tend to be smaller, only weakly recruit PABPC1 and polyadenylated mRNAs, do not require the phosphorylation of eIF2α for their formation and can include RNAse L bodies, which share many of the same markers with SGs and also form in response to viral infection^57,75,76^. Moreover, the response to viral infection might differ between cells or viruses, as this negative tuning role has been absent in some other reports on viral stress^77^. Thus, although our results seem likely to be generalizable across canonical SGs that require eIF2α phosphorylation, granules formed under viral infection appear to have distinct effects.

In presenting a model in which SGs reinforce the ISR translation programme, we propose that SGs help to promote the translation of a subset of RNAs. Several observations have led to the hypothesis that SGs play strictly repressive roles in translation. However, none of these observations actually preclude SGs from promoting translation. Although SGs are nucleated by translationally silent mRNAs, implying that the mRNAs localized to them are non-translating, those mRNAs also dynamically exchange with the cytosol and could therefore transit out of the SG after their translation was initiated, maintaining enrichment for translationally silent mRNAs inside the SGs^25,29,30,36,78^. Indeed, translation initiation itself might even expel the mRNA from the SG, as the presence of even a single ribosome has been reported to prevent SG localization^79^. Similarly, although SGs are enriched for 40S but not 60S ribosomal subunits, implying that 60S subunits are not stoichiometrically available to assemble translating 80S ribosomes, 60S subunits are not depleted from SGs and appear to be equally available to form translating ribosomes as in the cytosol^20,28^. Indeed, a recent single-molecule study reports that translation of an ATF4 reporter inside the SG is neither impossible nor rare^30^. Thus, the prior observations, although originally interpreted as evidence of SGs being incompatible with translation, are also consistent with the possibility that they could be sites of privileged translation for a subset of mRNAs.

Although a model of mRNAs being preferentially translated while inside the SG is perhaps the simplest interpretation of our results, it is not the only interpretation. Alternatively, mRNAs could be licensed for translation while transiting through an SG. In this scenario, pre-initiation complexes or translational activators such as UBAP2L, which are known to be enriched in SGs^1,10,20,28,56,80^, could preferentially interact with mRNAs transiting through the SG. Then, having acquired this license, the mRNAs could go on to be translated independently of their localization inside or outside of the SG (Fig. 6o). Such a model, in which licensed mRNAs are translated inside or outside the SG, could reconcile the previous observation that mRNAs devoid of ribosomes are preferentially recruited to SGs with our observation that mRNAs that are translationally enhanced during the ISR are enriched in SGs, further enhancing their translation. Such a model could also explain why a single-molecule reporter based on *ATF4* mRNA is no more efficiently translated in the SG than in the cytosol^30^. This being said, we found that *ATF4* mRNA was neither enriched in SGs nor influenced by the presence of SGs, indicating that other transcripts might better represent mRNAs influenced by SGs.

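ATF4 had a log2 SG enrichment of 0.12 in the parental line (standard error 0.21, n = 2 libraries against 2, adjusted p = 0.695 from edgeR), of 0.14 in OG-line SGs (adjusted p = 0.63) and of −0.059 in SOG-line SGs (adjusted p = 0.89). The effect of G3BPs on its TE under arsenite was −0.13 (standard error 0.46, n = 4 lysates against 4, adjusted p = 0.993 from edgeR), with 86 to 1371 RPFs per lysate with and 136 to 536 without G3BPs. The sign was not determined, as leaving out each lysate in turn gave −0.31 to 0.10.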

The difficulty of distinguishing the function of SGs from the function of the SG-nucleating G3BPs must be acknowledged. One approach to inferring SG function is to consider shared phenotypes of depleting proteins reported to be required for SG formation. However, many of these proteins are thought to also form complexes with each other, independent of SGs, obscuring the interpretation of shared phenotypes^19,32,33^. Moreover, we and others found that the requirement for reported non-G3BP nucleators appears to be stress or cell-type specific, which limits the utility of depleting these factors.

Although we have not conclusively distinguished between these models, five lines of reasoning support the proposal that the ISR translation programme is reinforced by the formation of SGs rather than only by G3BPs. First, both our ribosome profiling experiments and our tethering experiments demonstrated stress-specific effects. Although G3BP1 tethering enhanced translation in unstressed cells, this might reflect the effect of our 24× MS2/MCP system artificially recruiting many copies of G3BP simultaneously, and thereby simulating the SG environment. Second, although our SG purifications relied on immunoprecipitation (IP) of G3BP, these were IPs on SG-enriched fractions depleted of cytosolic G3BP^17,18,58,81^. Thus, our data should reflect the SG transcriptome and not simply the G3BP–RNA interactome. Furthermore, we identified similar trends in SG-enrichment data that do not require IP of G3BPs^59^. Third, the process of forming OGs, which simply manipulates G3BPs condensation, was sufficient to trigger a translation response. Fourth, tethering reporter mRNAs to SGs, whether by G3BP1 or CAPRIN1, was sufficient to impart resistance to stress-induced translation shut down. Although G3BPs and CAPRIN1 are binding partners^16^, this result indicates that this effect does not require direct recruitment via G3BPs.

Last, in distinguishing between SG- and G3BP-centric models, we should not dismiss the possibility that both G3BPs and SGs contribute to this translation reinforcement. G3BPs have been observed to regulate translation and exhibit exceptionally high partitioning into SGs^16,21–23,71,73,74^. Indeed, we observed almost half of G3BP1 localizing to SGs and that tethering to the protein enhanced translation, even in unstressed cells. If G3BPs license translation, perhaps recruitment of mRNAs to SGs is a molecular strategy to increase their interaction with G3BPs, reinforcing their translation during stress (Fig. 6o). Although these considerations do not conclusively distinguish between SG and G3BP function, they do support the proposal that SGs are a functional condensate responsible for reinforcing the ISR translation programme.

## Methods

### Cell culture

All cells were cultured at 37 °C with 5% CO_2_ using McCoy’s 5 A medium supplemented with 10% foetal bovine serum and 2 mM l-glutamine. HCT116 (CCL-247, ATCC) were obtained from the Young laboratory.

### Cell line construction

#### Cas9-mediated editing

Fusion proteins were introduced into the endogenous locus of genes using the Cas9 genome editing system. The 5′ and 3′ homology arms (each 200–700 bp) flanking an insertion site were either amplified from genomic DNA of the parental cell line or from gblock gene fragments (IDT) cloned into a rescue template plasmid, flanking the fusion protein sequence. This plasmid, along with pX330 plasmid expressing a Cas9 guide RNA, was reverse transfected into the parental cell line using Lipofectamine 3000 transfection reagent in a 6-well dish at 100% confluency. After 48 h, the cells of each well were expanded to a 10-cm dish and cultured for an additional 24 h. Cells with a strong signal from the fusion protein fluorescence were single-cell sorted into 96-well plates using flow cytometry. Colonies derived from single cells were grown, expanded and screened by PCR genotyping and western blotting. Unless otherwise stated, all endogenously edited cell lines were edited homozygously.

#### PiggyBac editing

Exogenous genes were introduced into cells using the PiggyBac transposon system. The exogenous gene was either amplified from genomic DNA of the parental cell line or from gblock gene fragments (IDT) and cloned into a plasmid expressing the PiggyBac inverted-repeat sequences along with a selection marker for either hygromycin, puro or blasticidin. This plasmid, along with the super PiggyBac transposase expression vector (System Biosciences, PB210PA-1), was reverse transfected into the parental cell line using Lipofectamine 3000 transfection reagent (Thermo, L3000015) in a 6-well dish at 100% confluency. After 48 h, cells of each well were expanded to a 10-cm dish, and successfully edited cells were selected using the appropriate antibiotic. For cases in which a fluorescent protein had been transposed into the genome, cells expressing the protein at the appropriate level were single-cell sorted into 96-well plates by flow cytometry. Colonies derived from single cells were grown, expanded and screened by either microscopy, western blotting or both.

### Ribo-spike production

#### In vitro transcription

Ribo-spike mRNA was generated using the mMessage mMachine kit (Thermo, AM1344) following the standard T7 protocol. The DNA transcription template was generated by PCR of a plasmid template encoding the firefly luciferase coding region (*fLuc*) preceded by the T7 promotor and followed by an encoded poly(A) tail of 30 nt length. The resulting PCR product was purified using phenol–chloroform extraction followed by ethanol precipitation, and was size selected and purified from an agarose gel using the ‘freeze and squeeze’ method, in which the gel slice was frozen at –80 °C for 30 min, followed by centrifugation at 21,000*g* for 5 min (ref. ^82^). The eluted DNA was then concentrated by an additional ethanol precipitation and added to the mMessage mMachine in vitro transcription reaction, incubated for at 37 °C for 2 h and then treated with TURBO DNAse for 15 min at 37 °C. RNA from the in vitro transcription reaction was recovered by passing the reaction over a Tris-buffered micro bio-spin p30 gel column (Bio-Rad, 7326223) and centrifuging at 1,000*g* for 4 min. The resulting flow through was then purified by phenol–chloroform extraction and ethanol precipitation, and then resuspended in water. RNA was examined by running an aliquot on a 4% urea–polyacrylamide denaturing gel and staining with Sybr Gold (Thermo, S11494).

#### In vitro translation

The *fLuc* mRNA was in vitro translated using a rabbit reticulocyte lysate system (Promega, L4151) following the standard non-nuclease treated protocol, with the exception of using a shorter incubation time to maximize ribosome occupancy. The reaction was assembled by combining 0.06 µM *fLuc* mRNA with reticulocyte lysate, 0.02 mM complete amino acid mixture, 0.8 units µl^−1^ RNAsin ribonuclease inhibitor, 0.01 M creatine phosphate, 0.05 mg ml^−1^ creatine phosphokinase, 2 mM dithiothreitol (DTT), 0.05 mg ml^−1^ tRNA, 80 mM potassium acetate and 0.5 mM magnesium acetate in 23 117 µl reactions. The reactions were incubated at 30 °C for 15 min, cooled on ice and treated with 0.1 mg ml^−1^ cycloheximide to block ribosome translocation. Reactions were then combined, mixed, aliquoted, snap frozen in liquid nitrogen and stored at –80 °C.

### IAA-induced protein depletion

HCT116 cells were engineered using the PiggyBac system to express multiple copies of doxycycline-inducible *OsTIR1*. These cells were then also engineered using Cas9 to expressed AID-tagged fusion proteins edited at their endogenous loci. Cells expressing fusion proteins were first doxycycline-induced for 4 h and were then treated with 500 µM IAA (Gold Bio, I-110-25) to induce rapid (<3 h) depletion of the AID fusion protein. Depletion was confirmed by microscopy, western blot or both. When confirming by western blot, as was the case with G3BP1, G3BP2 and CAPRIN1 proteins, antibodies raised directly against the target proteins were used to enable detection of untagged alleles, if present. Where indicated, non-depleted controls were treated with 200 µM auxinole (Aobious, AOB8812) to minimize background protein degradation^83^. Unless otherwise stated, all other non-depleted control cells were treated only with ethanol, the solvent used for IAA. Previous work has shown that the addition of IAA alone does not affect translation^84^.

### Stress conditions

For oxidative stress, unless otherwise stated, cells were treated with media containing 500 µM sodium arsenite (Sigma, 93289) for 1 h. For heat shock, media was separately heated to 45 °C. Media were removed from cells previously grown in a 37 °C, rapidly replaced with 45 °C media and then cells were quickly placed in a 45 °C incubator for 25 min.

### Doxycycline induction

For all doxycycline inductions, cells were treated with 1 µg ml^−1^ doxycycline (Clonetech Takara Bio, 631311) for the indicated amount of time.

### Tethered reporter TE experiments

To measure changes in TE for the nanoluciferase reporters (NanoLuc), cells expressing a reporter containing selected 5′ and 3′ UTRs, NanoLuc fused to an ecDHFR domain and 24× MS2 stem loops, were washed with cold PBS, lysed directly in their dish in buffer containing 10 mM Tris HCl pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton, 1× cOmplete mini tablet (EDTA free) and 0.02 U µl^−1^ SUPERase-In RNase inhibitor, and depleted of nuclei by centrifuging at 1,300*g* for 10 min at 4 °C. Nuclear-depleted supernatant was then transferred to a new tube and flash frozen using liquid nitrogen and stored at –80 °C. Cells were then assayed for total protein using bicinchoninic acid, luciferase production and reporter mRNA using RT–qPCR by comparison to *GAPDH*

mRNA, which did not change in abundance during the treatment with sodium arsenite (Extended Data Fig. 8c). TE was then calculated according to the following equation:

$$\mathrm{TE}=\tfrac{\mathrm{NanoLuc}\,\mathrm{signal}/\mathrm{total}\,\mathrm{protein}}{\mathrm{NanoLuc}\,\mathrm{mRNA}/\mathrm{GAPDH}\,\mathrm{mRNA}}$$

In G3BP-tethering experiments, the reporter was integrated into in two different HCT116-derived cell lines: a line expressing endogenous G3BP1 tagged with GFP (GFP::G3BP1) and a line expressing endogenous G3BP1 tagged with MCP fused to GFP (MCP::GFP::G3BP1) (Fig. 6a). In CAPRIN1-tethering experiments, the reporter was expressed in an HCT116-derived cell line under three different conditions: untethered, in which the cell line was untreated and expressed endogenous G3BPs tagged with AID and RFP (AID::RFP::G3BPs); tethered (+SGs), in which the cell line was treated with 1 µM doxycycline and 200 µM auxinole for 10 h, leading to retention of G3BPs and expression of MCP::GFP::CAPRIN1; and tethered (–SGs), in which the cell line was treated with 1 µM doxycycline and 500 µM IAA for 10 h, leading to turnover of endogenous G3BPs, which prevented SG formation, and expression of MCP::GFP::CAPRIN1 (Fig. 6e).

#### Luciferase assays

Luciferase assays were conducted using the standard protocol of the Luciferase Reporter Assay System (Promega, E1910). Cell lysates were analysed in a 96-well microplate format at room temperature using a GloMax microplate reader and luminometer device (Promega, GM3000). Each sample was run in technical duplicate.

#### RT–qPCR

RNA was extracted using TRI reagent (Sigma, 93289), precipitated using ethanol and linear acrylamide (Thermo, J67830-XF) and resuspended in water. Reverse transcription (RT) reactions were performed using a Quantitect RT kit following kit protocols. Genomic DNA was first eliminated using 7× gDNA wipeout buffer and incubating at 42 °C for 2–5 min. Reactions were then placed on ice, RT reagents were added and then RT was performed at 42 °C for 30 min. The RT enzyme was heat inactivated by incubating at 95 °C for 3 min. The cDNA product was then diluted 1:2 in water and stored at –20 °C. qPCR was then performed using the PowerUP SYBR Green qPCR master mix with primers targeting either the *NanoLuc* or *GAPDH* sequences. Each sample was run in technical triplicate PCR using a QuantStudio 6 Pro RT–PCR System (Thermo).

### Blue-light LED treatment

Cells were exposed to blue light for indicated amounts of time using a 12 inch square light-emitting diode (LED) Grow Light System with 225× 14 W blue LEDs (HQRP, 884667106091218) mounted inside of their cell culture incubator.

### FRAP

Cells were bleached using a blue light (488 nm) laser, followed by green channel imaging every second for 3 min. Imaging was performed using an Andor Revolution Spinning Disk Confocal with FRAPPA system. Fluorescence recovery after photobleaching (FRAP) analysis was performed using Fiji (ImageJ).

### Immunofluoresence and live imaging

Cells were grown in plastic Nunc Cell Culture Treated Multidishes (Thermo, 140675). For live imaging, cells were aspirated of their cell growth media and replaced with PBS. For immunofluorescence, cells were fixed using 3.7% formaldehyde in PBS at room temperature for 15 min, washed with PBS for 5 min three times, blocked using normal goat serum diluted in PBS with 0.3% Triton for at least 1 h, then treated with primary antibody diluted in 1% normal goat serum, 0.3% Triton and PBS. Primary antibody treatments were performed overnight at 4 °C. Cells were then washed in PBS for 5 min three times and treated with secondary antibody using the same dilution buffer for 1–2 h at room temperature. Cells were washed a final time with PBS and mounted using mounting media containing DAPI (Vectashield, H-2000-10). Imaging was performed on a Nikon Ti automated inverted microscope with incubation enclosure. Images were analysed using Fiji (ImageJ).

### smFISH

For smFISH, cells were plated in glass-bottomed, 10-mm, 24-well plates (MatTek Corporation, P24G-1.5-10-F). Cells were prepared following the standard Stellaris RNA FISH protocol for adherent cells (Biosearch Technologies). Cells were fixed using 3.7% formaldehyde in PBS at room temperature for 10 min. Cells were then permeabilized using 70% ethanol for at least 1 h at 4 °C. Cells were washed with Wash Buffer A and incubated at room temperature for 5 min. Wash Buffer A was aspirated and cells were treated with approximately 30 µl of 125 nM FISH probe diluted in hybridization buffer. The plate was sealed with Parafilm and stored in a dark humid chamber overnight at 37 °C. Cells were then washed with Wash Buffer A for 30 min at 37 °C, then washed with Wash Buffer B for 5 min and mounted with mounting media containing DAPI. smFISH imaging was performed using a Zeiss LSM 980 with Airyscan 2 Laser Scanning Confocal imaging system with a Zeiss AxioObserver motorized inverted microscope stand, DIC optics and a motorized *XYZ* stage. Images were analysed using IMARIS.

### Western blots

Samples used for western blots were lysed by boiling in NuPAGE LDS Sample Buffer (Thermo, NP0007) diluted to a 1× concentration and supplemented with 1 mM DTT. Samples were run on NuPAGE 4–12% Bis–Tris 1.0 mm miniprotein gels (Thermo, NP0321BOX), then transferred to 0.2 µM PVDF transfer membranes (Thermo, 22860). All protein gels and transfers were run using a mini gel tank (Thermo, A25977) with protein gels run at 200 V for 80 min and transfers run at 30 V for 60 min. Transferred membranes were blocked in PBS with 1% Triton and 5% milk for at least 1 h at room temperature before they were transferred to primary antibody diluted in the same buffer at 4 °C. Primary antibodies were applied overnight followed by at least three 5 min washes with the same blocking buffer. Secondary antibodies were diluted in the same buffer for 30 min at room temperature, and three 5 min washes in the same buffer. Western blots were imaged using an Odyssey CLx imaging system by LI-COR. All western blot quantifications were done using Fiji/ImageJ software.

### Polysome profiling

HCT116 cells were cultured in a 15-cm dish, washed twice with cold PBS, scraped into lysis buffer containing 10 mM Tris HCl pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton, 2 mM DTT, 1× cOmplete mini tablet (EDTA free) and 0.3 U µl^−1^ RNasin Plus RNase inhibitor. Cells were lysed by passing through a 26 G 0.5-inch needle at least seven times. Lysates were depleted of nuclei by centrifugation at 1,300*g* for 10 min at 4 °C, and snap frozen using liquid nitrogen and stored at –80 °C until use. Samples were loaded onto a 10–50% sucrose gradient and centrifuged at 36,000 rpm for 2 h at 4 °C. Polysome profiling was then performed using a BioComp Gradient Fractionator. Twelve fractions were collected across approximately 90% of the volume of the sucrose gradient, with approximately 800 µl collected per fraction. Each fraction was spiked with 0.1 fmol of an in vitro transcribed RNA standard and mixed thoroughly. Samples were then snap frozen using liquid nitrogen and stored at –80 °C until later use. RNA extraction and RT–qPCR were then performed on each fraction as described above. Total ribosome loads reported in Fig. 6k,n were calculated by multiplying the proportion of reporter RNA from the time course by the mean estimated number of ribosomes found on transcripts in each polysome fraction and then summing those values across all fractions.

### Ribosome profiling and matched RNA sequencing

HCT116 cells were cultured in a 15-cm dish, washed twice with cold PBS, scraped into lysis buffer containing 10 mM Tris HCl pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton, 2 mM DTT, 1× cOmplete mini tablet (EDTA free), 0.3 U µl^−1^ RNasin Plus RNase inhibitor and 1:60 dilution of ribo-spike. Cells were lysed by passing through 26 G 0.5-inch needle at least seven times. Lysates were depleted of nuclei by centrifugation at 1,300*g* for 10 min at 4 °C, divided into aliquots for ribosome profiling and matched RNA libraries and snap frozen using liquid nitrogen. Ribosome profiling and matched RNA sequencing libraries were then prepared according to previously established protocol^85^, a detailed version of which is available at http://bartellab.wi.mit.edu/protocols.html. Sequencing was performed on an Illumina HiSeq 2500 using 50 cycles. Only reads mapping to ORFs of GRCh38-annotated genes, fluorescent protein-coding genes, the *OsTIR1* gene or the *fLuc* gene were used. Reads mapping to the first 50 nt of each ORF were excluded. Reads mapping to heme-related genes from the rabbit genome (Broad/oryCun2) were also excluded. TE changes were calculated and count depth normalization was performed using DESeq2^86^.

### Isolation of RNA from HCT116 cells and SG cores for RNA sequencing

The Isolation and sequencing of SG cores was adapted from an established protocol^18,58^. HCT116 cells were cultured in a 24.5-cm square dish, washed with PBS, scraped into PBS, centrifuged at 1,500*g* for 3 min, aspirated to remove the liquid and snap frozen in liquid nitrogen. Frozen cell pellets were thawed in lysis buffer (50 mM Tris HCl pH 7.4, 2 mM MgOAc, 10 mM MgCl_2_, 100 mM KOAc, 0.1% NP40, 0.5 mM DTT, 1× cOmplete mini tablet (EDTA free) and 1 U µl^−1^ RNasin Plus RNase inhibitor). Cells were lysed by passing through a 26 G 0.5-inch needle at least seven times. Lysates were depleted of their nuclei by centrifugation at 1,000*g* for 5 min at 4 °C. Then, 5% of this nuclear-depleted sample was aliquoted and snap frozen in liquid nitrogen and stored at –80 °C as the cytoplasmic fraction. The remaining 95% was used to isolate the SG fraction. Samples were centrifuged at 18,000*g* for 20 min at 4 °C. Pellets were resuspended in 1 ml lysis buffer and allowed to turn end-over-end for at least 10 min at 4 °C. Once resuspended, samples were centrifuged again at 18,000*g* for 20 min at 4 °C. The pellet was resuspended in 300 µl lysis buffer and centrifuged at 850*g* for 2 min at 4 °C. The supernatant was taken and incubated with 6 µg of G3BP2 antibody (Bethyl Laboratories, A302-040A) overnight at 4 °C, rotating end-over-end. Samples were centrifuged at 18,000*g* for 20 min at 4 °C to remove unbound antibody, and pellets were resuspended in 500 µl lysis buffer. Then, 625 µl of M-280 sheep, anti-rabbit IgG dynabeads (Thermo, 11204D) were added to the sample and incubated for at least 3 h at 4 °C, rotating end-over-end. Beads were washed with buffer containing 20 mM Tris HCl pH 8.0 and 50 mM NaCl and eluted using a high-salt buffer (10 mM Tris HCl pH 7.5, 1 M NaCl, 5% 1,6 hexanediol, 5 mM MgCl_2_, 100 mM KCl, 1% Triton, 2 mM DTT, 1× cOmplete mini tablet (EDTA free) and 0.3 U µl^−1^ RNasin Plus RNase inhibitor), turning end-over-end for at least 4 h. The eluate was snap frozen using liquid nitrogen and stored at –80 °C as the SG fraction. RNA-sequencing libraries were then prepared from the cytoplasmic and SG fractions in parallel, following the protocol used for the RNA-sequencing libraries that matched the ribosome profiling. SG enrichment values were calculated using DESeq2^86^.

### Statistical analysis and comparison with published datasets

Plots and statistical analyses were performed using R. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^18,55,59^. Statistical tests and parameters are shown in figure legends. Data distribution was assumed to be normal but this was not formally tested. Data collection and analysis were not performed blind to the conditions of the experiments. Additional data were obtained from publicly available datasets associated with published work and re-analysed using R^18,42,55,59,60^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-025-01834-3.

## Supplementary information

Reporting Summary

Supplementary Tables 1

Supplementary Tables 2

Supplementary Tables 3

Supplementary Tables 4

Supplementary Tables 5

## Source data

Source Data Fig. 2 Unprocessed western blots and images.

Source Data Fig. 4 Unprocessed western blots and images.

Source Data Fig. 5 Unprocessed western blots and images.

Source Data Fig. 6 Unprocessed western blots and images.

Source Data Extended Data Fig. 4 and Table 4 Unprocessed western blots and images.

Source Data Extended Data Fig. 6 and Table 6 Unprocessed western blots and images.

Source Data Extended Data Fig. 8 and Table 8 Unprocessed western blots and images.

Source Data Extended Data Fig. 9 and Table 9 Unprocessed western blots and images.

## Data Availability

Raw sequencing data for all ribo-seq and SG purification experiments of this study have been deposited in the Gene Expression Omnibus under accession code GSE256237. Previously published sequencing data were re-analysed using R and are available under accession codes GSE99304, GSE131650, GSE254636, GSE254637, GSE254638, GSE90869, GSE103667 and GSE223295 (refs. ^18,42,55,59,60^). All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: The G3BP stress-granule proteins reinforce the integrated stress response translation programme
**Source:** Nat Cell Biol. 2025 Dec 19;28(1):135–48. doi: 10.1038/s41556-025-01834-3
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microscopy images were acquired using Andor spinning disk confocal running iQ acquisition software and Metamorph acquisition software , Nikon Ti automated inverted microscope running MetaMorph acquisition software, and a Zeiss LSM 980 with Airyscan 2 Laser Scanning Confocal imaging system running Zen Blue software. Western Blots were imaged using Odyssey CLx imaging system by LI-COR running Image Studio software. Luciferase readings were acquired using GloMax microplate reader running Glomax software. RT-qPCR measurements were made using QuantStudio 6 Pro RT-PCR System running QuantStudio software. |
| Data analysis   | Images were analyzed using IMARIS software. Westerns were analyzed using FIJI/ImageJ version 2.9.0/1.53u. Statistical analyses were performed using RStudio version 2023.09.0+463. Some simpler statistical analyses were performed using Microsoft Excel version 16.78.3.                                                                                                                                                                                                                                                                                                                                                    |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw sequencing data for all ribo-seq and SG purification experiments in this publication are available for download at GEO: GSE256237

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used were: anti-CAPRIN (151121-1-AP), anti-G3BP1 (AB_398438), anti-G3BP2 (A302-040A), anti-GAPDH (60004-1-Ig), anti-PABP1 (CST - 4992), anti-eIF4G (CST - 2498), Goat anti-Rabbit secondary IRDye 800 (926-32211), Donkey anti-Mouse IRDye 680 (926-68072), Goat anti-Rabbit Cy5 (Invitrogen - A10523)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation      | G3BP1, G3BP2, and CAPRIN antibodies were validated using AID depletion in this study and all antibodies used were validated by their supplies.<br>CAPRIN1 - <a href="https://www.ptglab.com/products/CAPRIN1-Antibody-15112-1-AP.htm">https://www.ptglab.com/products/CAPRIN1-Antibody-15112-1-AP.htm</a><br>G3BP1 - <a href="https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-human-g3bp.611126">https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-human-g3bp.611126</a><br>G3BP2 - <a href="https://www.fortislife.com/products/primary-antibodies/rabbit-anti-g3bp2-antibody/BETHYL-A302-040">https://www.fortislife.com/products/primary-antibodies/rabbit-anti-g3bp2-antibody/BETHYL-A302-040</a><br>GAPDH - <a href="https://www.ptglab.com/products/GAPDH-Antibody-60004-1-Ig.htm">https://www.ptglab.com/products/GAPDH-Antibody-60004-1-Ig.htm</a><br>PABP1 - <a href="https://www.cellsignal.com/products/primary-antibodies/pabp1-antibody/4992#application-type-if">https://www.cellsignal.com/products/primary-antibodies/pabp1-antibody/4992#application-type-if</a><br>eIF4G - <a href="https://www.cellsignal.com/products/primary-antibodies/eif4g-antibody/2498">https://www.cellsignal.com/products/primary-antibodies/eif4g-antibody/2498</a><br>Goat anti-Rabbit secondary IRDye 800 - <a href="https://www.licor.com/bio/reagents/irdye-800cw-goat-anti-rabbit-igg-secondary-antibody">https://www.licor.com/bio/reagents/irdye-800cw-goat-anti-rabbit-igg-secondary-antibody</a><br>Donkey anti-Mouse IRDye 680 - <a href="https://www.licor.com/bio/reagents/irdye-680rd-donkey-anti-mouse-igg-secondary-antibody">https://www.licor.com/bio/reagents/irdye-680rd-donkey-anti-mouse-igg-secondary-antibody</a><br>Goat anti-Rabbit Cy5 - <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10523">https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10523</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HCT116 cells were obtained from the Richard Young Lab<br>U2OS cells were obtained from ATCC<br>All derived cell lines used in this study were created for this study |
| Authentication                                                       | Cell line genotypes were confirmed by PCR and western for modified gene products                                                                                     |
| Mycoplasma contamination                                             | Cell lines tested negative for mycoplasma                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None of these lines were used for this study                                                                                                                         |

## Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | No plants were used for this study |
| Novel plant genotypes | No plants were used for this study |
| Authentication        | No plants were used for this study |

How the deposited data were processed for this re-analysis (not part of the article)

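The samples were 68 libraries from HCT116 cells, a human colorectal carcinoma line, and from lines derived from it. Of these, 48 were ribosome-protected fragment (RPF) and matched RNA libraries, and 20 were libraries of granule and cytoplasm RNA. G3BPs were present or depleted in unstressed, arsenite-treated and heat-shocked cells, OGs were induced or absent under blue light, and granules were SGs, OGs or SOGs.

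The authors deposited whole-number read counts per transcript accession, without normalization, and their methods state how these counts were made. Reads were counted on ORFs of GRCh38 genes, on the fluorescent proteins, on OsTIR1 and on firefly luciferase, and the start of each ORF and the rabbit heme genes were left out. The paper computed TE changes and SG enrichment with DESeq2 and does not name the aligner or the counting program. The table of profiling libraries had 13715 rows, of which 13594 had a RefSeq accession and 13360 of those a gene symbol in the reference. The table of granule libraries had 14766 rows, 14750 with a RefSeq accession and 14460 of those with a symbol. In both tables the columns come in blocks that list different sets of genes, and a gene that a block does not list was left out of the comparisons that use it. The profiling table also had 104 rows of rabbit transcripts, at most 0.0745% of the counts of a library, which were left out of every test.

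The 2 OG RNA libraries held the same counts as the 2 blue-light control RNA libraries in all 11886 genes that the block lists. They were counted as 1 set of libraries, and the OG effect was computed from RPFs alone, which departs from the test first chosen. The interaction with RNA as first written was kept as an alternative and called 0 of 10879 genes, with 916 at an unadjusted p under 0.05.

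Counts were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and models were fitted in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. DESeq2 1.42.0 was the alternative, permutation tests used scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. For TE, edgeR's quasi-likelihood test of the interaction of library type with the condition was used, with TMM normalization and edgeR's filter on low counts, so that changes are relative to the bulk of mRNAs. For granules, the same test compared granule with cytoplasm. A gene was called when its log2 fold change was beyond 1 in either direction with a Benjamini-Hochberg adjusted p under 0.05, and adjusted p of single genes are from edgeR, over all genes tested in that comparison. The fitted change of the ribo-spike was subtracted where a change relative to the ribo-spike is given. The comparisons, the tests and the alternatives were chosen before the data were examined, apart from those said to be added after the data were seen.

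Global TE, mitochondrial TE and the medians of gene categories were computed per lysate with a pseudocount of 0.5 and compared by exact permutation tests over lysates, two-sided. These tests allow no p under 0.0286 with 4 lysates against 4, 0.133 with 4 against 2 and 0.333 with 2 against 2. Benjamini-Hochberg adjustment was made within each family of such tests. Relations between changes were given as Spearman correlations across genes, without a p because genes are not independent replicates. Where the changes share libraries, 20 simulations without the effect in question show what the sharing alone can give. Splits into disjoint lysates remove the sharing, with fewer lysates in each fit. Unless pairs were kept together, splits of arsenite and of unstressed lysates do not all balance the sequencing groups, which can move the correlation. The simulated spread of effects was wider than the observed one after heat shock (interquartile range 0.837 against 0.747) and for the unstressed G3BP effect (0.362 and 0.341 against 0.248), so the simulated correlations there may overstate the part that comes from sharing. It was narrower without a stress effect, at 0.836 against 1.54 for the heat-shock programme and 0.670 against 1.80 for RNA and TE changes. Those simulated correlations do not show what sharing gives where stress changes TE. Intervals, bounds and standard errors cover counting error and replicate spread only, since PCR reads are not independent molecules. The depth limits single genes most under arsenite, where the median gene had 1 to 16 RPFs per library, and the ribo-spike had as few as 17 RPFs in a library, so that values relative to it are less certain than those relative to the bulk. Where every library of a group had 3 counts or fewer, the fold change was computed against 3 counts and is a lower bound, except where a fitted size is printed. This is so for EN1, whose RNA counts after heat shock were that low, and for the G3BP effect on CNOT10. Their fitted sizes rest on too few counts to be read as measured.

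The numbers of the replicates were checked for pairing. The deviations of log2 TE from the group mean, in genes with a mean of at least 20 RPFs, were correlated between lysates of the same number. For cells with and without G3BPs these correlations were 0.65, 0.57, 0.77 and 0.64 under arsenite (1688 genes) and 0.61, 0.24, 0.67 and 0.48 unstressed (10067 genes). Lysates of the same number therefore resembled each other and are called pairs here. They also share a sequencing group, and no correlation between different numbers of a group is given. The check thus cannot tell a pairing by number from a shared sequencing group. Between arsenite and unstressed lysates of the same number the correlations were −0.068 to 0.098, and these lysates were not taken as pairs. Granule and cytoplasm libraries of a number, which come from one lysate, had 0.21 to 0.46. After heat shock the correlation of both pairs was 0.14 and between OG and control lysates 0.65, each from 2 pairs, which do not settle a pairing. The fits with the number or the lysate as a block are given beside those without where they move a count of calls.

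The tests were checked on simulated data in which 200 genes were changed, by 4-fold or 8-fold for TE and by 1.5 or 2 on the log2 scale for granules, with an adjusted p under 0.05 in the right direction counted as recovery. The edgeR fit recovered 72% of them for 4 arsenite lysates against 4 unstressed ones, with 5 false calls, 63.5% for G3BPs under arsenite with 6 false calls, 69.5% for G3BPs after heat shock with 25, 90% for G3BPs unstressed with 18, 91.5% for parental SGs with 12 and 42% for SOGs with 8. A simulated set difference of 1 was recovered as 1.00 and one of 0 as −0.0081.

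The genes named in the text follow a rule set beforehand. It takes every gene that the paper's text, figures or first supplementary table name and the tables hold, the mitochondrially encoded mRNAs, the transgenes, and in each comparison the 3 genes with the largest change in each direction among those called whose replicates do not overlap between groups and whose mean count is at least 50 in a group. The part of this set that is printed was picked after the values were seen, and some of its genes are not reported here. Cytosolic ribosomal protein mRNAs, heat-shock chaperone mRNAs and mitochondrially encoded mRNAs were taken as lists. Positions are from the GRCh38 annotation.

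The alternatives tried were DESeq2, RLE normalization, a minimum of 10 counts in every library, no filter beyond 1 count in total, the replicate as a block, each lysate left out, unstressed replicates 1 and 2 or 3 and 4 alone, testing against the ribo-spike, other references for global TE, a pseudocount of 5, the 500 genes at each end in place of categories, genes with at least 100 counts in every RNA or cytoplasm library and disjoint lysates. Published data of other cell lines, imaging and reporter experiments were not analysed here.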

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

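The tests of the difference between arsenite-treated and unstressed cells, of doxycycline, of eGFP, of exchanged libraries and of the classes of noncoding RNAs were chosen only after the result was seen, and the range of ribo-spike counts had been seen before the test on it was written.

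Among 72 groups of 4 lysates, 3 held a lysate whose gap to the others was above 0.829 of the group's range, where 3.6 are expected by chance. The median RPF difference of hypersensitive mRNAs minus the bulk was 0.080 in 1 arsenite lysate with G3BPs and 0 in the other 3. The log2 TE of DDIT3 was −2.58 in 1 unstressed lysate with G3BPs and −0.95 to −0.64 in the others, from 36 to 112 RPFs and 27 to 523 RNA counts. Its arsenite change was 2.27 without unstressed replicate 1 and 4.03 without unstressed replicate 2. For EN1, the log2 TE of 1 unstressed lysate was 7.16 and that of the others 2.31 to 2.60, from 3 to 8 RNA counts and 16 to 290 RPFs. No explanation was tested for these lysates, and no biological explanation is given by the design, since the lysates of each group were treated alike.

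The G3BP effect on global TE had opposite signs with and without arsenite, a difference between conditions that the paper does not test. The mean pair difference was −0.37 under arsenite and 0.15 in unstressed cells, each with all 4 pairs on its side of 0. The difference of −0.52 had an exact permutation p of 0.0286 (two-sided, 4 pairs against 4, the smallest they allow). The difference was 2.75 times its Poisson standard error of 0.19, which argues against the counting error of the ribo-spike as the whole cause, and the pairs with at least 100 ribo-spike RPFs (2 under arsenite and 3 unstressed) gave −0.50. The median gene gave −0.41 and RPFs per ribo-spike RPF alone −0.78. With the mitochondrially encoded mRNAs as the reference the difference was 0.33, of the opposite sign, so it depends on the ribo-spike being a fair reference. Of the 16 lysates, 6 had fewer than 100 ribo-spike RPFs, with counts from 17 to 8313. Doxycycline, which only G3BP-depleted cells received, cannot be told apart from G3BP depletion, because every depleted lysate received it. After heat shock the difference was 0.096, from 2 pairs. An effect of G3BPs on translation that needs stress stays open as a biological explanation and was not tested apart from these.

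The G3BP effect on the TE of SG-depleted minus other mRNAs also differed between conditions. The mean pair difference was −0.18 under arsenite and 0.068 in unstressed cells, a difference of −0.25 (exact permutation test over 4 pairs against 4, two-sided, p = 0.0286, the smallest possible, adjusted p = 0.0857 over 3 such tests), and it was negative in 4 of 4 arsenite pairs and positive in 3 of 4 unstressed pairs. Because the median gene has few RPFs under arsenite, the test was repeated on the genes with a mean of at least 20 RPFs there, 86 SG-depleted and 1445 other mRNAs. The difference was then −0.091 (exact permutation p = 0.257), of the same sign with overlapping pairs, so few RPFs per gene as a technical explanation and a stress-dependent effect of G3BPs on SG-depleted mRNAs cannot be told apart, with only 86 SG-depleted mRNAs at that depth. At the same depth, the difference was 0.28 in place of 0.23 for SG-enriched (148 mRNAs) minus other mRNAs and 0.37 in place of 0.48 for SG-enriched minus SG-depleted mRNAs (exact permutation p = 0.171 each). Under arsenite, summed counts in place of the median gene gave −0.031.

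Mitochondrially encoded mRNAs were lower in OGs than in the cytoplasm and higher in control SGs and SOGs. The medians of the 13 mRNAs were −1.02 and −0.79 in the OG replicates and 0.078 to 1.58 in the replicates of the other preparations, a difference that was not tested. Arsenite was given to the cells of every preparation but OGs, so an effect of arsenite on mitochondria or on their sedimentation, and a difference between granules, both stay open and were not tested.

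Reads of eGFP, which the paper does not report for control SGs, were at 1532 to 5271 rpm, relative to nuclear-encoded reads, in the granule and cytoplasm libraries of OG-line control SGs. They were 928 to 5547 in OG libraries, 1163 to 1811 in SOG libraries, 17.1 to 24.5 in SOG-line control SGs and 220 to 364 in parental SGs. Doxycycline given to the OG-line control cells, which the sample labels name, would put their eGFP near that of OG cells, and the lowest value of 1532 was above the lowest of OG cells. Libraries exchanged with those of OGs would make their enrichment resemble OGs, but its RS with parental SGs was 0.761, against 0.366 for OGs, which argues against an exchange. A candidate explanation is therefore that these cells expressed the OG fusion without blue light. Differences between OGs and OG-line control SGs may then reflect light and arsenite without a difference in induction.

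Noncoding RNAs, which the paper does not discuss, had more RPFs per RNA than coding genes under arsenite. They were sorted by the class of the gene in the reference annotation. For 72 small noncoding RNAs, such as small nucleolar and Y RNAs, the median log2 change was 3.65 (quartiles 2.42 and 4.49), which is 3.84 above that of 10243 coding genes, and 66.7% against 14.9% were called as higher. For 291 long noncoding RNAs and pseudogenes it was 1.05 (quartiles 0.13 and 2.13), or 1.24 above the coding genes, with 29.9% called as higher. Per lysate, these differences from the coding genes rose by 3.52 and 1.78 from unstressed to arsenite-treated cells (exact permutation test, two-sided, p = 0.0286 each, the smallest possible). A further 430 noncoding variants of protein-coding genes differed from the coding genes by 0.0062. RNA fragments without a ribosome that stay in the RPF libraries while translation falls would raise noncoding RNAs about as much as the ribo-spike rose, by 3.30, and the test could have come out the other way. The value of 3.65 for the small RNAs is near that, so such fragments may account for their increase under arsenite. The categories of stress-enhanced and stress-resistant mRNAs hold the noncoding RNAs called as higher. RN7SL2, for example, had 51.9 to 831 rpm, relative to nuclear-encoded RPFs, in unstressed and 4593 to 26083 rpm in arsenite lysates with G3BPs. After heat shock the median of the small RNAs was 5.73 where the ribo-spike rose by 3.11, more than a constant amount of fragments would give, which stays unexplained. For the long RNAs and pseudogenes, the value of 1.05 lies between those of the coding genes and the ribo-spike, so fragments and ribosomes on these transcripts cannot be told apart, because a mixture of both would give it too.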

How the results depend on the processing

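All tests in this part that compare splits of lysates, and the alternatives said to be added, were chosen only after the result was seen.

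For the results that answer a comparison, 123 of 124 values that left out a lysate moved by less than the spread of the lysates, or a count by less than 1.5 times, and 1 moved by more. Of the 123, 9 changed sign within that spread. They were the G3BP effect on global TE after heat shock, −0.16 without replicate 2 of the cells with G3BPs and −0.21 without G3BP-depleted replicate 1, and unstressed, −0.23 without replicate 1 of the cells with G3BPs and −0.24 without G3BP-depleted replicate 3. Each leaves 1 pair of lysates incomplete, and by number all 4 unstressed and both heat-shock pairs were above 0. Without G3BP-depleted arsenite replicate 1, the G3BP effects on SG-enriched minus other mRNAs and on enhanced and resistant RPFs were −0.013, −0.22 and −0.19. Without blue-light control 1, the OG effects on SG-enriched minus SG-depleted and SG-depleted minus other mRNAs were −0.044 and 0.051. Of the other alternatives set beforehand, 163 stayed within that range (3 with another sign), 36 moved, 7 reversed, 3 became stronger and 2 weaker. Of those added after the data were seen, 50 stayed within it, 17 moved and 2 reversed. For single genes, 58 values that left out a lysate were unchanged, 1 was weaker and 3 reversed, and of the other alternatives 339 were unchanged, 2 weaker, 2 stronger and 3 reversed. Unless a construction is named, the cause was not tested.

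Requiring at least 10 counts in every library gave 204 calls under arsenite in place of 3658, 1125 after heat shock in place of 2267, 0 for G3BPs after heat shock in place of 2 (280 at an unadjusted p under 0.05) and 8 for SOGs in place of 0. Fewer genes were then tested, 460 under arsenite. Without any filter beyond 1 count, SOGs gave 14. Testing against the ribo-spike gave 0 calls under arsenite (5377 at an unadjusted p under 0.05) and 0 after heat shock (24). It counts variation of the ribo-spike that the RPF and RNA libraries of a lysate share as noise, so these 0 calls decide nothing. Leaving out a lysate gave from 1937 (without arsenite replicate 3) to 3834 (without unstressed replicate 1) calls under arsenite. With DESeq2, OGs had 173 calls and SOGs 187 in place of 0 each, and SOG-line control SGs 960 in place of 1454. DESeq2 also changed the balance of higher and lower calls to 2036 and 1467 under arsenite and to 1468 and 792 after heat shock, and RLE normalization gave 1308 and 838 after heat shock.

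With the replicate number as a block, G3BPs had 72 calls under arsenite in place of 0, 73 after heat shock in place of 2, and OGs 1153 in place of 0. With the lysate as a block, G3BPs after heat shock had 14 and SOGs 1265 calls. The blocked fits moved no other count of calls by more than 1.5 times, with 0 for G3BPs unstressed (159 at an unadjusted p under 0.05 with the number as a block) and 0 for the difference between arsenite and unstressed cells (667). The sequencing group as a block, added after the data were seen, gave 8 calls for G3BPs under arsenite (1089 at an unadjusted p under 0.05). The DESeq2 test against a 2-fold change, also added, gave 584 calls under arsenite, 314 after heat shock, 0 for G3BPs after heat shock (17 at an unadjusted p under 0.05), 7 for OGs on TE, 62 for parental SGs, 37 for OG-line SGs, 21 for SOG-line SGs, 19 for OGs and 2 for SOGs, as its null by construction includes changes up to 2-fold.

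Of the 35 splits of the 8 lysates, 1, the real one, gave as many arsenite calls, and 2 others gave calls, 27 at most. Where 0 genes were called, the genes at an unadjusted p under 0.05 were compared. For G3BPs under arsenite 13 of 35 splits gave as many as the 732 found, for G3BPs unstressed 28 of 35 as many as 27, with 67 calls in 1 other split, and for the difference between both conditions 33 of 40 drawn splits as many as 524. Among the 8 splits that part all 4 pairs, with the number as a block, 1, the real one, gave 72 calls and the others 0 with 464 to 901 genes at an unadjusted p under 0.05 against 1167. Unstressed, 1 of 8, the real one, gave 0 calls with 159 such genes, and the others 24 to 53. The other splits exchange 1 to 3 pairs, and 8 splits cannot give a share under 0.125. The split of the arsenite lysates that follows the sequencing groups gave 473 calls, so a difference between these groups that the fit without a block takes as noise may account for part of the 0 calls found, and with these groups as a block 8 genes were called. The depth argues less well as a cause for changes of that size, as 63.5% of simulated 4-fold and 8-fold changes were recovered at this depth.

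Global TE with RPFs per ribo-spike RPF alone was −2.95 under arsenite (exact permutation p = 0.286) and −4.55 after heat shock. Unstressed replicates 1 and 2 alone gave −4.29 (19.6-fold) under arsenite and −3.76 (13.6-fold) after heat shock, and 3 and 4 alone −3.07 (8.37-fold) and −2.54. Within sequencing group 1 the arsenite change was −5.15 and that of mitochondrial TE 0.95. With the mitochondrially encoded mRNAs as the reference, heat shock gave −4.39, and the signs of G3BPs under arsenite and of OGs reversed, to 0.48 (exact permutation p = 0.457) and 0.59 (exact permutation p = 1), since by construction a change of these mRNAs enters the reference.

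Disjoint lysates moved RS of the G3BP effect with the programme to 0.029 under arsenite, to 0.071 with pairs kept together (added after the data were seen) and to 0.047 after heat shock. For the unstressed G3BP effect they reversed RS with the arsenite programme, to 0.0079, and with the heat-shock programme, to 0.042. Unstressed replicates 1 and 2 alone gave −0.217 with the arsenite programme and replicates 3 and 4 alone 0.021 (−0.090 and −0.131 with the heat-shock programme). Disjoint lysates remove the sharing and also leave fewer lysates in each fit, so both change here. Those set beforehand under arsenite and unstressed also do not all balance the sequencing groups. Genes with at least 10 counts in every library gave RS of 0.788 for both programmes, 0.220 and 0.396 for the G3BP effect with the arsenite and heat-shock programmes, and 0.022, reversed, for RNA and TE changes. Genes with at least 100 counts in every RNA library gave 0.371 for G3BPs after heat shock and 0.054, reversed, for the unstressed G3BP effect and the heat-shock programme.

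With at least 100 counts in every cytoplasm library, RS of granule enrichments was 0.819 for parental and OG-line SGs, 0.835 for parental and SOG-line SGs, 0.797 for parental SGs and SOGs, 0.901 for OG-line and SOG-line SGs, 0.888 for OG-line SGs and SOGs and 0.899 for SOG-line SGs and SOGs, and RS of enrichment and length was 0.407. With at least 10 counts in every library the last 3 pairs of granules gave 0.823, 0.792 and 0.807.

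The 500 genes at each end in place of the categories gave 0.56 and −0.50 for SG enrichment of enhanced and resistant mRNAs and of hypersensitive mRNAs minus the bulk, and heat-shock categories, added after the data were seen, 0.12 and −0.12. For the OG effect, OG-enriched minus OG-depleted mRNAs gave 0.44 with the 500 genes and 0.51 with summed counts (added), and OG-depleted minus other mRNAs −0.30 with summed counts. For G3BPs under arsenite, the 500 genes gave −0.78 for hypersensitive RPFs and −0.34 for enhanced RNA (exact permutation p = 0.0286 each, the smallest possible) and 0.16 for hypersensitive RNA (p = 0.0571). These lists come from the same arsenite lysates, so differences of these signs can arise without a G3BP effect. DESeq2 categories gave −0.086 for resistant RNA (exact permutation p = 0.0286). Heat-shock categories (added) reversed resistant RPFs, to −0.17, and resistant RNA, to 0.037.

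For ATF4, the G3BP effect under arsenite, −0.13, was 0.00097 with DESeq2, 0.00011 with RLE normalization and 0.080 with at least 10 counts, and leaving out a lysate gave −0.31 to 0.10 (without G3BP-depleted replicate 1). That on ATF5 was −0.014 (without replicate 3 of the cells with G3BPs) to 0.51, and that on DDIT4L −0.067 (without G3BP-depleted replicate 3) to 1.22. SIRT1 and ATXN7 lost their calls with at least 10 counts (adjusted p = 0.251 each).

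The lysate as a block was not run for the OG effect on TE, whose RNA libraries were identical, and no counts of calls are given with 1 of 2 replicates of a group left out, as in the granule, OG and heat-shock comparisons, since the other then has no replicate. The counts above of values that left out a lysate do not include these. After heat shock, fewer genes were called with either heat-shock lysate left out. Correlations between cytoplasm libraries were not run under alternatives. The depth of the arsenite RPF libraries limits single genes, since 460 of 11172 genes had at least 10 counts in every library.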

Differences from the paper's values

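No test in this part was chosen after the result was seen, apart from the DESeq2 test against a 2-fold change. A gap is called closed where a count lies within 1.5 times of the paper's, and where a correlation or a log2 change has the paper's sign and differs from it by no more than the spread of the replicates or splits.

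The paper's correlation of the G3BP effect after heat shock with the heat-shock programme is about 0.43 in Fig. 2j, read by eye, and here it was 0.417. None of the alternatives set before the data were examined closed the gap (DESeq2 0.416, at least 10 counts 0.396, at least 100 counts 0.371, disjoint lysates 0.047). For the OG effect and the G3BP effect under arsenite, the paper's value is about −0.054 in Fig. 4e, read by eye, and here it was 0.064, from RPFs alone, and none of the alternatives closed the gap (0.067 with DESeq2, 0.073 with at least 100 counts, 0.092 with at least 10 counts).

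For parental SGs, the paper gives 488 enriched and 453 depleted transcripts, and here there were 957 and 727. For the enriched transcripts none of the alternatives closed the gap (DESeq2 799, at least 10 counts 830, RLE normalization 963, no filter 1033, lysate as a block 1066). For the depleted transcripts DESeq2 (650) and at least 10 counts (678) did and the others (704 to 816) did not. For OG-line SGs, about 230 enriched and about 340 depleted transcripts in Fig. 5d, read by eye, compare with 537 and 713 here, and none of the alternatives closed the gap (DESeq2 382 and 569). For SOG-line SGs, about 390 and about 400 in Fig. 5d, read by eye, compare with 733 and 721. DESeq2 closed the gap for both (498 and 462), and at least 10 counts for the depleted transcripts (596). For OGs, about 200 and about 230 in Fig. 5d, read by eye, compare with 495 and 561, and none of the alternatives closed the gap (DESeq2 383 and 392). For SOGs, about 170 and about 190 in Fig. 5d, read by eye, compare with 0 and 0 here (2063 at an unadjusted p under 0.05). None of the alternatives closed the gap, with 90 and 97 for DESeq2, 2 and 6 for at least 10 counts, 7 and 7 without a filter and 511 and 754 with the lysate as a block.

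The paper's hypersensitive mRNAs number about 62 under arsenite in Fig. 1b and about 52 after heat shock in Fig. 1c, both read by eye, and here 1903 and 1133. None of the alternatives set before the data were examined closed the gap, the nearest being at least 10 counts with 108 and 552. The DESeq2 test against a 2-fold change, which was chosen after seeing the values, gave 70 under arsenite, within 1.5 times of the paper's value, and 9 after heat shock, which is not. Enhanced and resistant mRNAs together number about 330 in Fig. 1b and about 330 in Fig. 1c, both read by eye, and here 1755 and 1134, with 96 and 573 for at least 10 counts. The same test, chosen after seeing the values, gave 514 under arsenite and 305 after heat shock, of which the latter closes the gap.

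For granule enrichments, the paper gives correlations among control SGs of 0.72 to 0.75, and here they were 0.761 to 0.792. The paper's highest value is 0.45 for OGs and control SGs, here 0.504, and 0.70 for SOGs and control SGs, here 0.770. None of the alternatives closed these gaps. The paper's lowest correlation between cytoplasmic transcriptomes is 0.84 and here it was 0.862, and no alternative was run for it.

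For DDIT4L, the paper's log2 TE change relative to the ribo-spike under arsenite is −0.14 in Supplementary Table 1, and here it was 0.55, and none of the alternatives closed the gap. For RB1, the paper's value is −6.6 and here it was −5.04. Leaving out unstressed replicate 3 (−5.69) and using unstressed replicates 1 and 2 alone (−5.97) closed the gap, and the other alternatives did not.

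The paper describes SG-enriched mRNAs as poorly translated before stress, and here the correlation of SG enrichment with unstressed TE was −0.022 across genes. The paper lists RB1 as neither hypersensitive nor resistant under arsenite, and here it was called as hypersensitive, at −1.75 with an adjusted p of 0.0059. The call was lost without arsenite replicate 3, at −1.37 with an adjusted p of 0.138. The paper takes CNOT10 as repressed by G3BPs under arsenite, and here its G3BP effect was −2.76 with an adjusted p of 0.64. Relative to the ribo-spike it was −2.98, against the paper's −2.93 in Supplementary Table 1. The RPFs of CNOT10 were too few for a size to be measured, so the closeness of these values shows nothing. The paper reports that G3BPs raised the RPFs of stress-enhanced mRNAs, and here the fitted median RPF change was −0.083 for enhanced and −0.032 for bulk mRNAs, while the medians per lysate differed by 0.31 in the direction the paper gives. A difference of that sign can arise without a G3BP effect, since the category was called from the same arsenite lysates. The paper reports no translational advantage of SG-enriched mRNAs in OG cells, and here SG-enriched minus other mRNAs differed by 0.17 (exact permutation test, p = 0.667).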

Other observations

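Of the tests in this part, those of sampling noise and of splits with pairs kept together were chosen only after the result was seen. The other disjoint splits were set beforehand, but their use as a test of sharing was chosen afterwards.

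The G3BP effect and the stress programme of the same stress share lysates. In arsenite, the mean RS over splits that share no arsenite lysate, with pairs kept together, was 0.071 against 0.322 with shared lysates. After heat shock it was 0.047 against 0.417. These splits also leave fewer lysates in each fit, after heat shock a single heat-shocked lysate with G3BPs, which can lower RS as well. With shared lysates, simulations without a G3BP effect gave means of 0.243 and 0.308, the latter with a wider spread of effects than observed. Sharing may thus account for a large part of both correlations, but how large cannot be told from these splits. What was left in arsenite was 0.038 to 0.112 over 6 splits with pairs kept together, which were chosen after the data were seen. It was −0.11 to 0.089 (mean 0.029) over the 6 splits set beforehand, which do not all balance the sequencing groups. In 5 simulations without a G3BP effect, whose splits also keep pairs together, the highest mean was 0.012. This is below each value with pairs kept together, which argues against sampling noise of the simulated kind as the whole cause. The simulations hold no deviation that the genes of a lysate share. In unstressed cells, splits with pairs kept together gave −0.149 to 0.126, so such deviations stay open beside a G3BP effect. A simulated G3BP effect of 0.1 of each gene's arsenite change gave a mean of 0.113 and one of 0.2 gave 0.213, both above the means of 0.071 and 0.029 found. For the unstressed G3BP effect and the arsenite programme, RS was 0.0079 with disjoint unstressed lysates against −0.112 with shared ones, so sharing may account for that negative value. The disjoint splits also do not balance the sequencing groups, which can raise RS.

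The G3BP effect after heat shock and the arsenite programme share no library, and their RS across 10730 genes with a known length was 0.214. After the rank trends with RNA abundance and transcript length were removed, it was 0.182, which argues against such trends as the whole cause. For the G3BP effect under arsenite and the heat-shock programme, the partial RS was 0.069 against 0.086, and with disjoint arsenite lysates paired by number the partial RS with the arsenite programme was 0.062 (range 0.031 to 0.094). A reinforcement of the programme that both stresses share may thus remain at this size, as a hypothesis that was found and tested on the same libraries.

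Other correlations without a shared library were 0.074 for the G3BP effect under arsenite and the heat-shock programme of G3BP-depleted cells (10033 genes) and −0.014 for the G3BP effects after heat shock and in unstressed cells (10587 genes). The G3BP effect from arsenite replicates 1 and 2 and that from replicates 3 and 4 had −0.011 (10149 genes), and those from unstressed replicates 1 and 2 and from 3 and 4 −0.10 (10537 genes). The G3BP effect under arsenite and the arsenite programme of G3BP-depleted cells, which share the depleted lysates with opposite sign, had −0.216 (10010 genes). All are across genes, which are not independent replicates.

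mRNAs with a low TE before stress rose relative to those with a high TE under arsenite. With quintiles of TE from unstressed lysates that did not enter the change, the lowest minus the highest quintile was 0.74 (range 0.46 to 1.30 over 6 splits), and after heat shock 0.27 (range −0.0018 to 0.52). RNA fragments without a ribosome that stay in the RPF libraries while translation falls may account for this, since they would raise the mRNAs with the fewest ribosomes most, and the test could have come out the other way. A lower sensitivity of poorly translated mRNAs to arsenite, as through upstream ORFs, would give the same sign and stays open.

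Ribosomal protein mRNAs had median G3BP effects on TE of 0.036 under arsenite (0.13 relative to all genes), 0.0051 after heat shock and 0.23 unstressed, where 64 of 73 were higher, with 0 called in each, and a median enrichment of −0.78 in SOGs. Mitochondrially encoded mRNAs had −0.45, 0.24 and −0.83 in the same comparisons of G3BPs. Their enrichment was 0.70 in OG-line SGs with 5 called as enriched, 1.54 in SOG-line SGs with 11, −0.95 in OGs with 1 enriched and 6 depleted, and 1.22 in SOGs. Chaperone mRNAs had −0.14, −0.19 and −0.067 for G3BPs, and −0.50, −0.23, −0.34 and −0.30 in OG-line SGs, SOG-line SGs, OGs and SOGs. Relative to the ribo-spike, which shifts every gene by the same amount, the ribosomal protein mRNAs had −0.19 under arsenite and the chaperone mRNAs 0.087 unstressed, and relative to all genes with DESeq2 the chaperone mRNAs had 0.029 under arsenite.

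Enrichment and transcript length had an RS of 0.411 in OG-line SGs, 0.379 in SOG-line SGs, 0.292 in OGs and 0.343 in SOGs, and enrichment and unstressed TE −0.111, −0.074, 0.022 and 0.0055. For SG-enriched and SG-depleted minus other mRNAs, the G3BP effect was 0.11 and −0.097 after heat shock, and −0.075 and 0.068 in unstressed cells.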
